# Stromal BMP signaling regulates mucin production in the large intestine via interleukin-1/17

**DOI:** 10.1126/sciadv.adi1827

**Published:** 2023-10-27

**Authors:** Yalong Wang, Ruoyu Lou, Zhe Zhang, Chuyu Xiao, Shicheng Yu, Siting Wei, Yuan Liu, Wei Fu, Baojie Li, Ye-Guang Chen

## Abstract

Bone morphogenic protein (BMP) signaling is critical for intestinal development, homeostasis, and function performance. Although the function of BMP signaling in the intestinal epithelium is well appreciated, the direct effect of BMP on intestinal stromal cells is poorly understood. Here, we show that disruption of BMP signaling by genetic ablation of *Alk3* or *Smad4* expands the stromal cell pool, the mucosa tumefaction, and colonic polyposis in the large intestine. Interleukin (IL) secretion by stromal cells is notably increased, including IL-1, IL-11, and IL-17. Specifically, IL-1 and IL-17a hyperactivate the mucin production by goblet cells through nuclear factor κB signaling, and abnormal mucin accumulation results in the morphological changes, epithelial barrier destruction, and polyposis development. Together, our results provide an insight into the role of BMP signaling in intestinal stromal cells to regulate epithelium function. This study further highlights the role of mucin-producing goblet cells in intestinal homeostasis and colitis development.

## INTRODUCTION

The intestine is an important organ for food digestion, nutrient absorption, hormone secretion, immune regulation, and host defense (*1*). Its multiple functions are based on the cooperation between intestinal epithelium and mesenchyme. In addition to the immune cells, the intestinal mesenchyme also contains stromal cells, such as the telocytes for Wnt activation and bone morphogenic protein (BMP) inhibition (*2*, *3*), Gli1^+^ cells for Wnt signals (*4*), and Pdgfra^low^/Cd34^+^/Cd81^+^ cells for BMP antagonists (*5*). The signaling cross-talk between stromal cells and the epithelium is fundamental to the balance maintenance between intestinal stem cells (ISCs) and mature epithelial cells, the basics of intestinal homeostasis (*1*).

Two types of cell surface receptors mediate BMP signaling: the type II receptor (BMPRII) and the type I receptors (BMPRIA, also called ALK3, and BMPRIB, also called ALK6). BMP binding enhances receptor complex formation and phosphorylation of type I receptors, which, in turn, phosphorylate and activate Smad1, Smad5, and Smad8 and promote a complex formation with Smad4. The Smad complex is accumulated in the nucleus to regulate gene expression. BMP receptors can also signal through non-Smad pathways, such as p38, c-Jun N-terminal kinase, and phosphatidylinositol 3-kinase to regulate multiple cellular functions (*6*). As an essential niche signal, BMP shows a gradually elevating gradient from the crypt bottom toward the villus compartment, which inhibits the proliferation of ISCs and transient-amplifying (TA) cells in the crypt (*5*, *7*), and promotes the terminal differentiation of enteroendocrine cells along the crypt-to-villus as well as hormone switching (*8*). In addition, BMP drives the top villus cell states, including enterocytes and goblet cells, as loss of its type I receptor *Bmpr1a* reduces top villus gene expression (*9*). Impaired maturation of goblet cells, Paneth cells, and enteroendocrine cells are also observed in mice lacking *Bmpr1a* (*10*). These results demonstrate the vital function of BMP signaling in epithelial homeostasis.

Deregulation of BMP signaling contributes to intestine pathogenesis. Frequent mutations in BMP signaling components including BMPRIA/ALK3 and SMAD4 are identified in juvenile polyposis syndrome that is an inherited disease with a high risk of adenocarcinoma (*11*). Conditional deletion of *Bmpr1a* in mouse intestinal epithelium also induces expansion of ISC compartments, ultimately leading to intestinal adenomas (*7*). In line with these, juvenile polyposis-like phenotype and adenomatous polyps become obvious after ectopic expression of the BMP antagonist noggin (*12*). Moreover, the connection between BMP signaling and colorectal cancer development is evidenced on the treatment of this disease by Simvastatin (*13*).

Intestinal immune homeostasis, such as balanced secretion of interleukin (IL) signals, is critical for the functional performance of the intestinal epithelium, and its deregulation leads to pathological conditions (*14*, *15*). In the homeostatic state, the cytokine IL-10 can support ISC renewal (*16*), while IL-13 can increase tuft cell differentiation and expand the goblet cell pool (*17*, *18*). IL-22, a host defense factor (*19*), not only promotes ISC recovery following damage (*20*) but also protects ISC against DNA damage and malignant transformation (*21*). IL-17a also stimulates secretory cell differentiation, including enteroendocrine cells, Paneth cells, and goblet cells (*19*, *22*). ILs are also involved in intestinal diseases, such as intestinal inflammation, colitis, and colorectal cancer. IL-33 shows a high level in the inflamed lesions of patients with inflammatory bowel disease (IBD) (*23*) and acts as either an inflammatory driver or an alarmin (*24*). IL-23 functions as a pathogenic factor in IBD (*25*), and its inhibition becomes a therapeutic strategy for colitis treatment (*26*). Colitis-induced IL-11 can promote colon carcinogenesis (*27*). IL-1 also promotes chemoradiotherapy resistance and disease progression in colorectal cancer through polarizing cancer-associated fibroblasts (*28*).

The intestinal epithelium is regulated by the underneath niche that contains stromal cells secreting various growth factors. For instance, FOXL1^+^ telocytes located near intestinal stem/TA cells provide a source of Wnt activation and BMP inhibition signals for ISC self-renewal (*3*, *29*). CD90^+^ cells are important for colonic stem cell maintenance by secreting Rspo3, Wnt2b, and Grem1 (*30*). Pericyte-like cells, marked by Cspg4 and overlapped with the Foxl1^+^ population in the mouse stomach and small intestine, can produce Wnt signals (*31*). Stromal cells have been divided into three subpopulations: Pdgfra^high^/Cd34^−^, Pdgfra^low^/Cd34^+^/Cd81^−^, and Pdgfra^low^/Cd34^+^/Cd81^+^ (*5*). Pdgfra^high^/Cd34^−^ cells are mainly located at the villus base and serve as a BMP reservoir, while Pdgfra^low^/Cd34^+^/Cd81^+^ cells are abundant just below the crypts and secrete BMP antagonists. Furthermore, Gli1^+^ mesenchymal cells may be critical for colonic homeostasis as blockage of Wnt secretion from these cells by deletion of *Wntless* leads to loss of stem cells in the colon but not in the small intestine (*4*). In addition, Twist^+^ stromal cells have been shown to participate in colitis pathogenesis by secreting prostaglandin E_2_ (*32*).

In this study, to investigate the function of BMP in intestinal stromal cells, we disrupted BMP signaling in Gli1^+^ stromal cells by ablating *Alk3* and *Smad4* and found that the large intestine showed abnormal morphology, accompanied with severe diarrhea and cyst-like polypus. Abundant accumulation of mucins and epithelial barrier destruction were observed in cyst-like polypus. Furthermore, BMP blockade increased the number of stromal cells and enhanced the expression of several ILs, including IL-1, IL-17, and IL-11. We demonstrated that IL-1 and IL-17 could induce goblet cell differentiation and mucin secretion through nuclear factor κB (NF-κB) signaling, which account for the observed cyst-like morphological changes. Together, our results uncover that BMP signaling in stromal cells is important to regulate goblet cell function and maintain epithelium homeostasis.

## RESULTS

### Gli1^+^ stromal cell–specific ablation of Alk3 and Smad4 causes mucosa tumefaction and promotes goblet cell differentiation in the large intestine

To explore the function of BMP signaling in stromal cells, we generated stromal-specific heterozygous mice: *Gli1-Cre^ERT2^*;*Smad4^wt/fl^* and *Gli1-Cre^ERT2^*;*Alk3^wt/fl^*. No notable difference was observed on the mouse body weight or the intestinal mucosa morphology in these mice 5 months later after tamoxifen-induced one-allele deletion (fig. S1, A and B). However, compared to control mice (*Gli1-Cre^ERT2^*), homozygous deletion of these genes in *Gli1-Cre^ERT2^;Smad4^fl/fl^* (*GS4*) and *Gli1-Cre^ERT2^*;*Alk3^fl/fl^* (*GA3*) mice resulted in a notably shortened life span, companied with marked body weight loss (Fig. 1, A and B, and fig. S1C). Along with the time, the large intestine was obviously distended, especially in the proximal colon (Fig. 1C). The large intestinal epithelium of BMP deficiency mice showed tumefaction morphology with a cavity structure (Fig. 1D and movies S1 to S3). *GS4* mice also developed cyst-like polypus in 60 days after *Smad4* knockout (KO) (Fig. 1, E and F) (*33*). Moreover, the crypt length of BMP-deleted mice was significantly increased in different segments of the large intestine (Fig. 1G). In addition, both *GS4* and *GA3* mice presented severe diarrhea (fig. S1D). These results suggest that the interruption of BMP signaling in stromal cells evokes morphological and functional disorder in the large intestine.

**Fig. 1.**
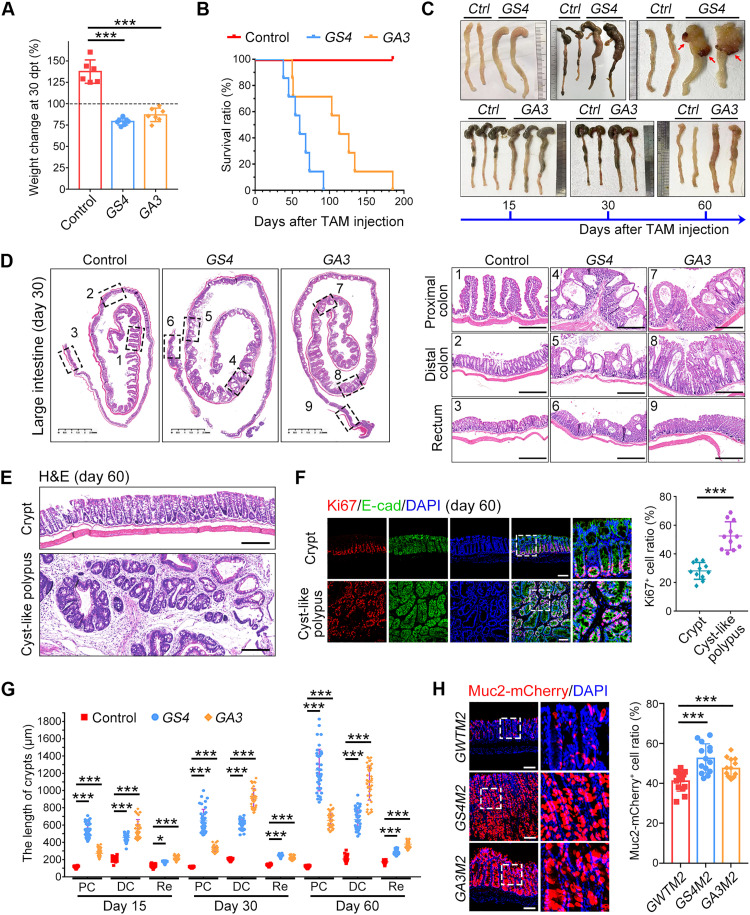
Inactivation of *Smad4* or *Alk3* in Gli1^+^ stromal cells leads to intestinal mucosa tumefaction. (**A**) Body weight changes of indicated mice compared with the starting body weight at day 30 post–tamoxifen administration (dpt). *n* = 6 mice for each group. (**B**) Survival rate of indicated mice after the last tamoxifen (TAM) administration. *n* = 8 mice for each group. (**C**) Representative images of large intestine at different time points after the last tamoxifen administration, and cyst-like polypus appeared at 60 dpt in *GS4* mice (red arrow). Ctrl, control. (**D**) Representative images of hematoxylin and eosin (H&E)–stained large intestine sections and enlarged field of three large intestine segments at 30 dpt. Scale bars, 2.5 mm (left) and 500 μm (right). (**E**) Representative images of H&E-stained cyst-like polypus sections at 60 dpt. Scale bars, 200 μm. (**F**) Ki67 immunofluorescence staining in cyst-like polypus sections from *GS4* mice at 60 dpt. The right panel shows the quantification of Ki67^+^ cells in the cyst-like polypus. Scale bars, 100 μm. DAPI, 4′,6-diamidino-2-phenylindole. (**G**) Crypt length quantification of three large intestine segments along with the time of conditional KO. PC, proximal colon; DC, distal colon; Re, rectum. (**H**) Representative images of Muc2-mCherry in vivo signals in distal colon sections at 30 dpt. The right panel shows the quantification of Muc2-mCherry^+^ cells along the crypt. Scale bars, 100 μm. *P < 0.05 and ***P < 0.001 by one-way analysis of variance (ANOVA) test in (A), (F), (G), and (H).

As Muc2^+^ goblet cells play a critical role in the large intestine by secreting mucus (*34*), we then generated *Gli1-Cre^ERT2^*;*Muc2-mCherry* (*GWTM2*), *Gli1-Cre^ERT2^*;*Smad4^fl/fl^*;*Muc2-mCherry* (*GS4M2*), and *Gli1-Cre^ERT2^*;*Alk3^fl/fl^*;*Muc2-mCherry* (*GA3M2*) mice to examine goblet cell function. As expected, goblet cells in the large intestine of *GS4M2* and *GA3M2* were significantly increased compared with *GWTM2* mice (Fig. 1H). Similar results were obtained in *GA3* and *GS4* mice (fig. S1E), while Ki67^+^ cells and enteroendocrine cells were not changed after *Alk3* or *Smad4* KO (fig. S1, F and G). These results suggest that disruption of BMP signaling in Gli1^+^ stromal cells promotes goblet cell differentiation in the large intestine.

Ablation of *Alk3* and *Smad4* in Gli1^+^ cells had minimal effects on the small intestinal morphology in *GA3* and *GS4* mice (fig. S2A) but increased crypt length in the ileum (fig. S2, B and C). Disruption of BMP signaling in Gli1^+^ cells had no notable effect on Olfm4-marked ISCs (fig. S2D) or goblet cells in the small intestine (fig. S2E). To examine the possible effect on enterocytes, we established *Gli1-Cre ^ERT2^*;*Apoa1-mCherry* (*GWTA1*), *Gli1-Cre ^ERT2^*; *Smad4^fl/fl^*;*Apoa1-mCherry* (*GS4A1*), and *Gli1-Cre ^ERT2^*; *Alk3^fl/fl^*;*Apoa1-mCherry* (*GA3A1*) mice and observed a reduction of enterocytes in the ileum by disruption of BMP signaling in Gli1^+^ cells (fig. S2F). However, Paneth cells showed raised location in ileum in *GA3* mice but not in *GS4* mice (fig. S2G). Abnormal location of Paneth cells in *GA3* mice suggests that Smad4 may mediate other signals to influence Paneth cell maturation.

### Disruption of BMP signaling in Gli1^+^ cells causes mucin accumulation in cavities and the squamous shape of epithelial cells

To further characterize the tumefaction phenotype and cavity structures in the large intestine upon BMP blockade in Gli1^+^ stromal cells, we quantified the cavity diameter in three large intestine segments along with the time and observed the cavity enlargement (Fig. 2A). Micro-scale computed tomography revealed that the cavities were filled by protein-like content (Fig. 2B and movies S1 and S2). Alcian blue and periodic acid–Schiff (PAS) staining further confirmed that the cavity was filled with mucins (Fig. 2C), which is consistent with the enrichment of goblet cells upon BMP blockade in Gli1^+^ stromal cells. Along the time, the cavities were filled with abnormal accumulated mucins (Fig. 2D).

**Fig. 2.**
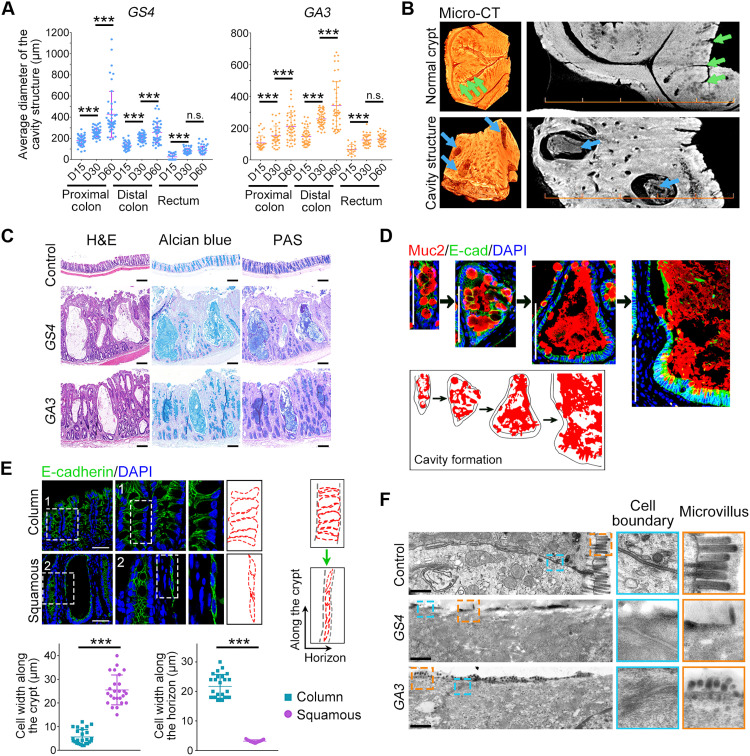
Mucin accumulation results in the cavity formation and the epithelial cell morphology change from column to squamous structure. (**A**) The average diameter of the cavity structure in three large intestine segments of *GS4* and *GA3* mice at different KO times. (**B**) Representative micro-scale computed tomography (micro-CT) images of normal crypts (green arrows) and cavity structures (blue arrows) in the large intestine. Scale bars, 500 μm. (**C**) H&E, Alcian blue, and PAS staining of mucins in the cavities. Scale bars, 200 μm. (**D**) Muc2 and E-cadherin immunofluorescence staining during the cavity development. A sketch depicts an abnormal accumulation of mucins. Scale bars, 100 μm. (**E**) E-cadherin immunofluorescence staining in normal crypts showing the column epithelial cell structure and in cavities showing the squamous epithelial cell structure. The cell width along the crypt and the horizon was quantified (right and bottom). Scale bars, 50 μm. (**F**) Representative transmission electron microscopy images of the large intestinal epithelium and enlarged fields of microvillus and cell boundary. Scale bars, 1 μm. n.s., no significance; ***P < 0.001 by one-way ANOVA test in (A) and (E).

We also observed an epithelial morphology change from column to squamous structure accompanied with the cavity expansion based on cell junction staining (Fig. 2E and fig. S3A). In support of this observation, transmission electron microscopy revealed an elongated epithelium and reduced microvillus number along the cavity structure after *Alk3* and *Smad4* depletion (Fig. 2F). Less proliferative cells, goblet cells, and enteroendocrine cells were found in the cavity epithelium (fig. S3B). Together, these results indicate that disruption of BMP signaling in Gli1^+^ stromal cells results in abundant accumulation of mucins in the large intestine to form cavity structures and squamous epithelium with abnormal cell composition.

### Inactivation of BMP signaling in Gli1^+^ cells enhances mucin production in goblet cells

To explore the mechanism underlying Muc2^+^ cell enrichment after blocking BMP signaling in Gli1^+^ stromal cells, we examined transcriptome profile in Muc2^+^ cells isolated from *GWTM2*, *GS4M2*, and *GA3M2* mice by RNA sequencing (RNA-seq). 

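Muc2-mCherry+ goblet cells were sorted from the proximal and the distal colon of 3 kinds of mice. In GS4M2 mice tamoxifen deletes Smad4 in Gli1+ stromal cells, in GA3M2 mice it deletes Alk3, which the files list as Bmpr1a, and GWTM2 mice keep both genes. The sorted goblet cells are not the cells in which the genes are deleted. In the proximal colon Smad4 was 1811 ± 48.8 (SD, n = 2) normalized counts in GS4M2 cells and 1794 ± 156 (SD, n = 2) in GWTM2 cells. Bmpr1a was 1454 ± 167 in proximal GA3M2 cells, against 2048 ± 116 in GWTM2 cells (SD, n = 2 each), a log2 fold change of -0.50 (adjusted p = 0.28). In distal GA3M2 cells it was -0.31 (adjusted p = 0.49). It was also lower in GS4M2 cells, where it is not deleted, by log2 fold changes of -0.34 and -0.32 (adjusted p = 0.20 and 0.47), and Smad4 was higher in GA3M2 cells by 0.49 and 0.44. Each genotype has 2 libraries per segment, 12 in all, and the 2 GWTM2 libraries of a segment are the controls of both knockouts. The authors mapped the reads to mm10 with STAR and deposited a table of gene counts normalized by DESeq2 for each knockout and segment, so each table holds 4 libraries. Dividing every column by its smallest step returned whole numbers for all values, and these recovered reads give the depth. Reads on named genes per library were 15647603 and 16606430 in proximal GS4M2 cells, 15873632 and 19824031 in proximal GWTM2 cells, and 18143353 and 20783127 in proximal GA3M2 cells. The distal libraries held 17748180 and 18965119 reads in GS4M2 cells, 15985798 and 17644838 in GWTM2 cells, and 17056681 and 17566335 in GA3M2 cells. The median over the 12 libraries was 17607508.

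Genes with a mean normalized count of at least 10 over the 4 libraries of a table were tested on log2 of the count plus 1 with limma, which left 13246 and 13078 genes for GS4M2 cells and 13346 and 13082 for GA3M2 cells in the proximal and the distal colon. A differentially expressed gene had an adjusted p under 0.05 and an absolute log2 fold change of at least 1. The test was tried on simulated libraries with the counts and spread of these, in which 200 genes were given a change. Of those given an absolute log2 fold change of at least 2, the share called was 95.5% and 83.7% in the simulated GS4M2 proximal and distal comparisons (13096 and 12933 genes) and 83.3% and 85.3% in the simulated GA3M2 comparisons (13188 and 12907 genes). Genes were drawn independently there, without deviations that a whole library shares. These shares may thus overstate what the test finds in the real libraries. In distal GA3M2 cells 970 genes had an absolute log2 fold change of at least 1, and 0 were called. An exact permutation test of 2 libraries against 2 cannot reach p < 0.05, so only the adjusted p from limma, which borrows the spread between libraries from all genes, is given for single genes. Under chance alone the 2 groups do not overlap for 33% of genes.

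In the table of proximal GS4M2 and GWTM2 cells the deposited column names and the headings of the paper's table S2 name the groups the other way round. The values are reported by the deposited names, under which the GWTM2 libraries are the same reads as the GWTM2 libraries of the GA3M2 table. Table S2 heads these same reads as controls in its comparison with proximal GA3M2 cells, so its own headings conflict, and this argues for the deposited names. With the headings that table S2 gives for the GS4M2 comparison each proximal GS4M2 fold change has the opposite sign. By their reads of Xist and of genes on chromosome Y, the first GWTM2 library of each segment was female and all other libraries were male.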

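In Muc2-mCherry+ cells of the proximal colon, 43 of 13246 genes were differentially expressed between libraries labelled GS4M2 and GWTM2, of which 23 were higher in GS4M2 cells. At an unadjusted p under 0.05 with the same fold change there were 567, of which 274 were higher. The tool moved this number most among choices that keep the adjusted p, since DESeq2 on the recovered reads called 270 genes, 124 of them higher. In proximal GA3M2 cells 12 of 13346 genes were differentially expressed and 5 of them were higher, a share of 41.7%. DESeq2 called 431 genes there and 55.2% of them were higher, and at an unadjusted p 911 genes passed. The largest increases in GS4M2 cells were of Dio3os, Itgb8 and Steap4, with log2 fold changes of 5.52, 4.40 and 3.86. The largest decreases there were of Pde10a, Scgb1b3 and Lamb1, with log2 fold changes of -4.62, -4.14 and -3.30. In GA3M2 cells Lyz2 (ENSMUSG00000069516) was 400 ± 135 (SD, n = 2) normalized counts and had no reads in either GWTM2 library. Spp1 was 231 ± 38.1 (SD, n = 2) and also without reads in GWTM2 cells, and Clca4b rose by a log2 fold change of 4.75. Mptx1, Cps1 and Pcdh17 fell most in GA3M2 cells, by log2 fold changes of -8.96, -5.36 and -5.17. Lyz2 and Spp1 are also macrophage genes. Of the 10 other macrophage markers with a row in the table 9 were higher, while Mrc1 fell by 0.21, and their median log2 fold change was 2.95. Several had few reads, and the 6 that passed the filter had a median of 1.19.

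Both knockouts are compared with the same GWTM2 libraries, which by itself lets them share genes. At the adjusted p, 1 gene was called higher in both knockouts and 0 were called lower in both. At an unadjusted p 118 genes were higher and 108 lower in both, and 13 changed in opposite directions. Knockouts simulated without any change against the same controls shared 15 genes (median of 100 draws) and at most 26 at that threshold. Across the 13030 genes in both tables the log2 fold changes had a Pearson correlation of 0.47. Simulated unchanged knockouts gave 0.47 to 0.53, and genes are not independent replicates.

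The annotation behind Fig. 3, A and B, was not used here. Gene sets near its terms were tested with limma's camera at a preset correlation between genes of 0.01. In proximal GS4M2 cells 7 of 25 sets had an adjusted p under 0.05, and in proximal GA3M2 cells 6 of 28 did. None of these calls held under fry, which estimates the correlation from the 4 libraries. In GS4M2 cells the genes of ion channel transport (Reactome, 84 genes) had a median log2 fold change of -0.10 (adjusted p = 0.047 from camera in limma). The genes of amino acid metabolism (149 genes) had a median of -0.22 (adjusted p = 1.7e-05 from the same test), and in GA3M2 cells that set rose by a median of 0.16 (adjusted p = 0.029). The NF-κB pathway genes rose in GS4M2 cells, with 90% of 20 genes higher (adjusted p = 0.044). In GA3M2 cells chemokines and their receptors (13 genes) rose by a median of 0.49 (adjusted p = 0.029), while the chemokine ligands alone (11 genes) were not called (adjusted p = 0.15). The S and G2/M phase genes fell in proximal GS4M2 cells, by medians of -0.17 and -0.31 (adjusted p = 0.00093 and 1.4e-09), and rose in distal GS4M2 cells, by 0.24 and 0.25 (adjusted p = 1.2e-06 and 1.1e-06). In GA3M2 cells G2/M genes fell by 0.29 in the proximal and 0.50 in the distal colon (adjusted p = 0.00027 and 3.5e-14). Amino acid metabolism rose in distal GS4M2 cells, by a median of 0.077 (adjusted p = 0.041), where ion channel transport fell by 0.15 (adjusted p = 0.0065). Camera called 9 and 4 of 26 sets in distal GS4M2 and GA3M2 cells, and none of these held under fry.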

Gene ontology (GO) analysis of up-regulated genes in Muc2^+^ cells from *GS4M2* and *GA3M2* mice showed functional associations with inflammatory response, epithelial cell differentiation, and biosynthetic process (Fig. 3A), but down-regulated genes were linked to ion transport and metabolic process (Fig. 3B). 

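The mucin-related genes of Fig. 3C are Muc2, Muc3, Muc5b, Muc13, Muc19, Muc20 and Spdef, and its transport genes are Slc16a9, Slco3a1, Slc26a3, Sult1c2, Fxyd3, Chp2 and Slc16a10. Muc2 (ENSMUSG00000025515, chromosome 7 of GRCm38, 141690340 to 141754693) encodes the main secreted mucin of the colon. Its normalized count in proximal GS4M2 cells was 379000 ± 32100 (SD, n = 2), against 190400 ± 30700 (SD, n = 2) in GWTM2 cells. This is a log2 fold change of 1.00 (standard error 0.35, adjusted p = 0.24), and DESeq2 gave an adjusted p = 1.2e-07 for the same gene. In proximal GA3M2 cells Muc2 fell to 16400 ± 3330 (SD, n = 2), against 201900 ± 31600 (SD, n = 2) in the same GWTM2 libraries as that table scales them. The log2 fold change of -3.63 (standard error 0.34, adjusted p = 0.046) made Muc2 one of the 12 genes called. The 14 other goblet cell markers had a median log2 fold change of -0.26, with 21.4% of them higher, and ranged from -4.73 (Clca1, adjusted p = 0.072) to 0.73 (Spdef). With Muc2 included camera called them lower as a set in proximal and distal GA3M2 cells (adjusted p = 0.0065 and 0.0031). It also called that set lower in distal GS4M2 cells (median -0.385, adjusted p = 0.0065), although Muc2 rose there. In proximal GS4M2 cells the set had a median of -0.188 and was not called. O-linked glycosylation of mucins was called lower in distal GS4M2 cells too (median -0.19, adjusted p = 0.011 from camera). Fry called none of these. Muc5b, on chromosome 7 from 141839070 to 141873084, rose from 4.00 ± 0.81 to 36.8 ± 22.0 (SD, n = 2 each) in GA3M2 cells, a log2 fold change of 2.79 (adjusted p = 0.21), and has no row in the GS4M2 table. Spdef, which encodes a transcription factor of goblet cells, rose by a log2 fold change of 0.49 in GS4M2 cells (adjusted p = 0.19) and of 0.73 in GA3M2 cells (adjusted p = 0.29). Muc20 rose in GS4M2 cells (0.90, adjusted p = 0.18) and not in GA3M2 cells (-0.37), where its libraries overlapped. Muc13 and Muc3 changed by less than their spread in GS4M2 cells. Muc19 was below the filter at 15.6 ± 9.1 and 3.34 ± 0.14 normalized counts. Of the listed genes that were tested, 4 of 5 were higher in GS4M2 cells and 4 of 6 in GA3M2 cells. None had an adjusted p under 0.05 and a rise over all genes. Adjusted over the list alone, 3 of 5 and 2 of 6 did in either direction, but the study chose the list on these samples, so that count is not independent evidence.

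All 7 transport genes were lower in both knockouts in the proximal colon, and for each of them the libraries of the groups did not overlap. Slc16a9 (ENSMUSG00000037762, chromosome 10, 70245100 to 70285968) encodes a monocarboxylate transporter. It had 17.0 ± 4.73 normalized counts in GS4M2 cells and 174 ± 30.1 in GWTM2 cells (SD, n = 2 each), a log2 fold change of -3.30 (standard error 0.33, adjusted p = 0.029). In GA3M2 cells its log2 fold change was -3.06 (adjusted p = 0.066). Sult1c2, on chromosome 17 from 53829637 to 53846339, encodes a sulfotransferase and fell from 884 ± 166 to 236 ± 1.21 (SD, n = 2 each) in GS4M2 cells, a log2 fold change of -1.89 (standard error 0.16, adjusted p = 0.020). Of the transport genes only these had an adjusted p under 0.05 and a fall over all genes. Slco3a1, Slc26a3, Fxyd3, Chp2 and Slc16a10 fell by log2 fold changes of -2.58, -2.01, -1.59, -1.31 and -1.06 in GS4M2 cells, with adjusted p between 0.070 and 0.19. In GA3M2 cells the 7 genes fell by log2 fold changes between -3.06 and -0.76. Adjusted over the list alone, all 7 passed 0.05 in each knockout. The solute carrier family as a whole (252 genes) had a median log2 fold change of -0.058 in GS4M2 cells and -0.051 (255 genes) in GA3M2 cells, with adjusted p of 0.19 and 0.57 from camera. The mucin family (8 genes) had a median of -0.016 in GS4M2 cells (adjusted p = 0.59 from camera).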

Heatmap also showed that mucin-related genes were among the up-regulated genes, while transport activity-related genes were down-regulated (Fig. 3C). These changes mainly took place in the proximal colon (Fig. 3C and fig. S4A), which was in agreement with the more obvious tumefaction phenotype in the proximal colon.

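In the distal colon no gene reached an adjusted p under 0.05 with an absolute log2 fold change of at least 1 in either knockout. At an unadjusted p 353 genes passed in distal GS4M2 cells and 539 in distal GA3M2 cells, and DESeq2 called 148 and 240 at its adjusted p. The spread between distal libraries was large for the transport genes. Slc26a3, for example, was 1245 and 6963 normalized counts in the 2 distal GWTM2 libraries, against 1447 and 1772 in GS4M2 cells. In distal GS4M2 cells all 6 transport genes tested were lower, by log2 fold changes between -1.08 and -0.04, and the groups overlapped for all of them. Slc16a9 fell by 0.16 there (adjusted p = 0.93). In distal GA3M2 cells 5 of 6 were lower, and Slc16a9 had the largest fall with a log2 fold change of -1.92 (adjusted p = 0.39). Muc2 rose by a log2 fold change of 1.62 (standard error 0.50, adjusted p = 0.43) in distal GS4M2 cells. It fell by 2.26 (standard error 0.47, adjusted p = 0.31) in distal GA3M2 cells. DESeq2 gave log2 fold changes of 1.46 and -2.42 for these (adjusted p = 0.025 and 4.8e-06). Muc5b rose in distal GA3M2 cells from 5.48 ± 3.11 to 32.3 ± 13.9 normalized counts (SD, n = 2 each), a log2 fold change of 2.39 (adjusted p = 0.34 from limma).

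Whether the fold changes themselves differ between the segments was tested in limma as an interaction over the 8 libraries of each knockout and its controls. None of 13002 genes in GS4M2 cells and none of 13191 in GA3M2 cells reached an adjusted p under 0.05, and the smallest adjusted p were 0.19 and 0.31. At an unadjusted p there were 1127 and 185. Slc16a9 fell further in the proximal than in the distal colon of GS4M2 mice by 3.13 on the log2 scale (standard error 0.76, adjusted p = 0.57 from that test). Slc16a10 and Fxyd3 fell further by 1.02 and 1.48 (adjusted p = 0.57 for both). For Muc2 the rise was smaller in the proximal colon, by 0.62 (adjusted p = 0.81). More genes were called in the proximal than in the distal colon with limma. DESeq2 (270 and 148 genes in GS4M2 cells, 431 and 240 in GA3M2 cells) and the unadjusted p gave the same order. A fit with the sex of the library as a block cannot test this order. In each segment 1 GWTM2 library is female and all other libraries are male, so that block leaves 1 control library. In simulated libraries the interaction test called 77.1% of differences of at least 2 on the log2 scale for GS4M2 cells and 59.5% for GA3M2 cells (12741 and 12782 genes). Those libraries too were drawn gene by gene, so these shares may be too high for the real ones.

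**Figure D1:**
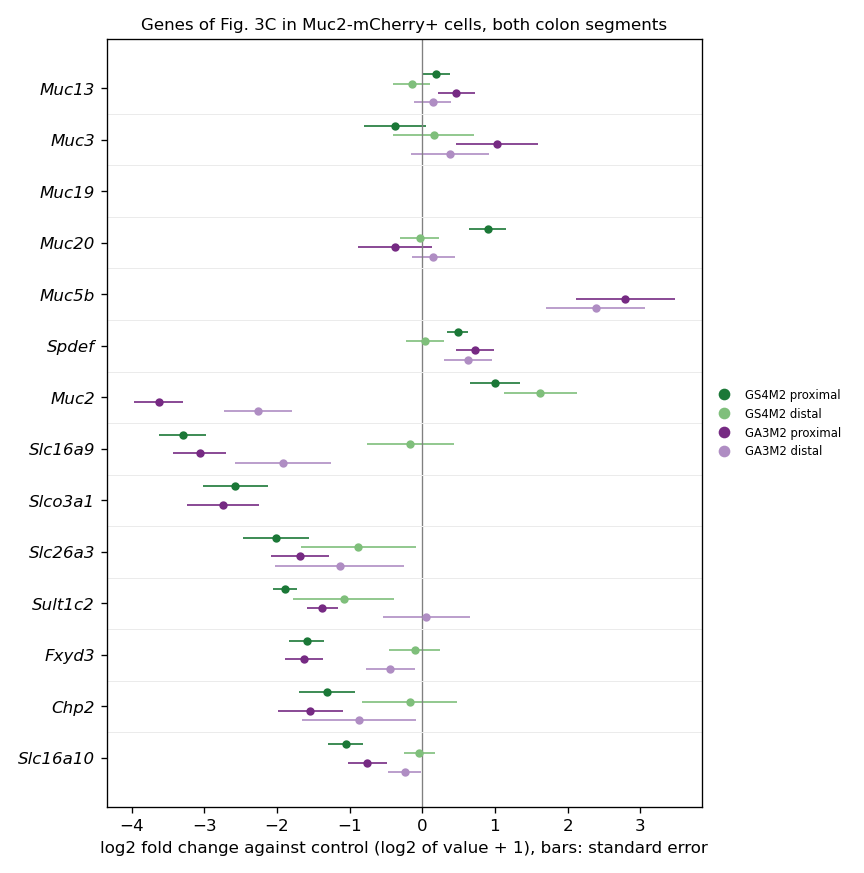
Log2 fold changes of the genes of Fig. 3C in Muc2-mCherry+ cells against GWTM2 cells, on the horizontal axis, for GS4M2 and GA3M2 cells of the proximal and the distal colon. Points are limma estimates on log2 of the normalized count plus 1, bars are standard errors, and genes below the filter or without a row have no point. The proximal transport genes lie between -3.30 and -0.76, and Muc2 lies above 0 in GS4M2 cells and below 0 in GA3M2 cells.

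From these genes together with cocultures of organoids and Gli1+ cells and qRT-PCR (Fig. 3, D to H), the paper proposes that loss of BMP signaling in Gli1+ stromal cells raises mucin production and lowers ion transport in goblet cells. It relates the larger change in the proximal colon to the stronger tumefaction seen there.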

**Fig. 3.**
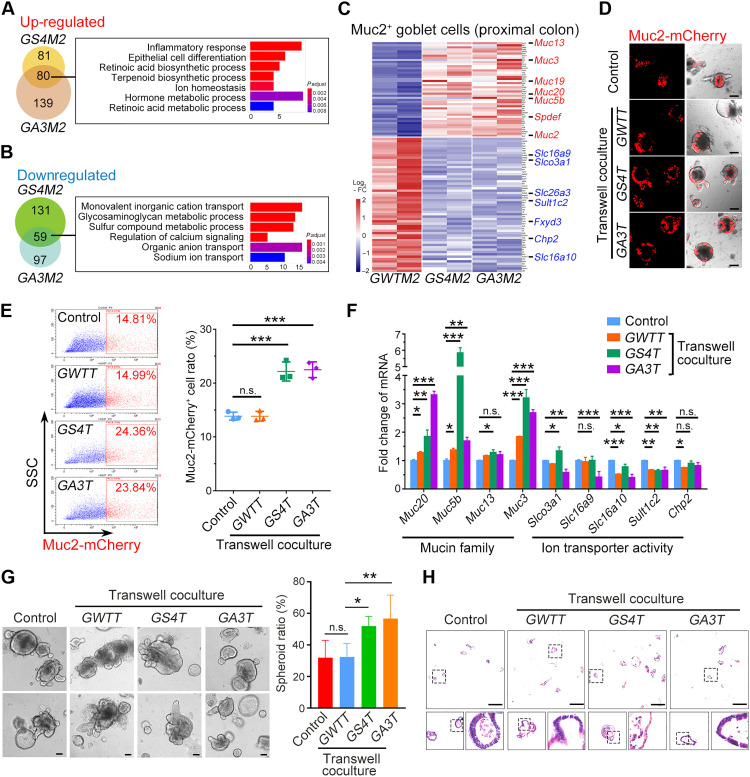
Disruption of BMP signaling in Gli1^+^ stromal cells enhances mucin production and suppresses the ion transport activity in colon goblet cells. (**A**) GO analysis of the up-regulated genes in Muc2-mCherry^+^ cells from *GS4M2* and *GA3M2* mice compared with *GWTM2* mice. (**B**) GO analysis of the down-regulated genes in Muc2-mCherry^+^ cells from *GS4M2* and *GA3M2* mice compared with *GWTM2* mice. (**C**) Heatmap of the up-regulated mucin genes (red) and the down-regulated ion transport genes (blue) in Muc2-mCherry^+^ cells from indicated mice. FC, fold change. (**D**) Representative images of Muc2-mCherry-labeled distal colon organoids cocultured with Gli1-tdTomato^+^ cells from indicated mice for 3 days. Three hundred organoids cocultured with 10,000 Gli1-tdTomato^+^ cells. Scale bars, 100 μm. (**E**) Fluorescence-activated cell sorting (FACS) analysis and quantitation of Muc2-mCherry^+^ cells from distal colon organoids cocultured with Gli1^+^ cells from indicated mice for 3 days. SSC, side scatter. (**F**) Quantitative reverse transcription polymerase chain reaction (qRT-PCR) analysis of mucin and ion transport genes in distal colon organoids cocultured with Gli1^+^ cells from indicated mice for 3 days. (**G**) Representative images of wild-type (WT) distal colon organoids cocultured with Gli1-tdTomato^+^ cells from indicated mice for 3 days and the spheroid ratio quantification. Scale bars, 100 μm. (**H**) Representative images of H&E-stained organoid sections from the coculture system with Gli1-tdTomato^+^ cells from indicated mice for 3 days. Scale bars, 500 μm. *P < 0.05, **P < 0.01, and ***P < 0.001 by one-way ANOVA test in (E) and (G) and two-way ANOVA followed by Tukey’s multiple comparisons test in (F).

To determine the effect of Gli1^+^ stromal cells on Muc2^+^ goblet cells in vitro, we cocultured primary intestinal Gli1^+^ cells with the organoids derived from distal colon crypts of Muc2-mCherry mice. The *Gli1-Cre^ERT2^*;*Rosa26-tdTomato* (*GWTT*), *Gli1-Cre^ERT2^*;*Smad4^fl/fl^*;*Rosa26-tdTomato* (*GS4T*), and *Gli1-Cre^ERT2^*;*Alk3^fl/fl^*;*Rosa26-tdTomato* (*GA3T*) mice were generated to isolate Gli1^+^ cells. Coculture with Gli1^+^ cells from *GS4T* and *GA3T* mice apparently elevated Muc2-mCherry cells (Fig. 3, D and E). In addition, the expression level of *Alpi*, *Muc2*, and *E-Cad* were increased, but the expression of *Chgb*, *Ki67*, and *Lgr5* was not (fig. S4B), which is consistent with the above observation in the *GS4* or *GA3* intestinal epithelium (Fig. 1H and fig. S1, E to G). Furthermore, the mucin family members were up-regulated, while the ion transport-related genes were down-regulated (Fig. 3F). In addition, the spheroid ratio was increased after coculture with Gli1^+^ cells from *GS4T* and *GA3T* mice (Fig. 3G), the squamous epithelium can also be observed in the cocultured spheroids (Fig. 3H). These results together suggest that BMP signaling blockade in Gli1^+^ stromal cells enhances mucin production and suppresses ion transport in goblet cells, which contributes to the intestinal mucosa tumefaction in the large intestine.

### BMP inhibits cell proliferation and increases IL production of stromal cells

To better understand the mechanism in which BMP acts on Gli1^+^ stromal cells to influence epithelium homeostasis, we assessed the change of Gli1^+^ stromal cells. Our results showed that the Gli1^+^ stromal cell number was notably increased in the colon after ablation of *Alk3* or *Smad4* (Fig. 4, A and B, and fig. S5A), while no notable changes were observed in the small intestine (fig. S5B). Consistently, Ki67^+^ stromal cells and proliferation genes were increased after *Alk3* or *Smad4* KO (Fig. 4, C and D, and fig. S5C). In addition, BMP treatment inhibited the proliferation of wild-type Gli1^+^ cells but not that of *Alk3* or *Smad4* KO cells (Fig. 4E). These results suggest that BMP inhibits cell proliferation to balance the stromal cell pool, while loss of BMP expands stromal cells and leads to microenvironment turbulence.

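The proliferation genes of Fig. 4C were read from RNA-seq of Gli1-tdTomato+ stromal cells sorted 30 days after tamoxifen from GWTT control mice, GS4T mice (Smad4 deleted in Gli1+ cells) and GA3T mice (Alk3 deleted), with 2 libraries per genotype and colon segment. Values are gene counts normalized by the authors with DESeq2, tested with limma on log2 of the count plus 1. Cdk1 (ENSMUSG00000019942, chromosome 10 of GRCm38, 69335146 to 69352938) encodes a kinase that drives entry into mitosis. It rose in the proximal colon from 22.6 ± 5.68 normalized counts in GWTT cells to 194 ± 9.99 in GS4T cells (SD, n = 2 each), a log2 fold change of 3.07 (standard error 0.34, adjusted p = 0.0098). In proximal GA3T cells, in a table with its own scaling, it rose from 23.8 ± 5.96 to 194 ± 32.6 (SD, n = 2 each), a log2 fold change of 2.99 (standard error 0.36, adjusted p = 0.065). Mki67, the gene of Ki67 on chromosome 7 from 135689784 to 135716361, rose from 314 ± 81.7 to 809 ± 12.5 in proximal GS4T cells (log2 fold change 1.39, adjusted p = 0.017). Its log2 fold change was 1.31 in proximal GA3T cells (adjusted p = 0.094). Its distal log2 fold changes were 1.46 and 1.57 (adjusted p = 0.056 and 0.14).

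Of the 12 genes, 8 were called in proximal GS4T cells. These are Cdk1, Ccnb1, Cdc20, Mki67, Ccna2, Ccnb2, Ube2c and Cdkn3, with log2 fold changes from 1.39 to 3.07. Ccnf, Cks2, Mcm2 and Nusap1 were also higher, by 2.62, 1.31, 0.72 and 0.39, with adjusted p of 0.055, 0.094, 0.087 and 0.51. In distal GS4T cells Cks2, Ccnb1, Ccna2, Cdk1, Cdc20, Ccnb2 and Ube2c were called. With limma none was called in GA3T cells in either segment, although all were higher there. DESeq2 on the recovered reads called Ccnf, Mki67, Ccnb1, Ccna2, Cdk1, Cdc20, Ccnb2 and Ube2c in proximal GA3T cells (adjusted p = 6.9e-09 for Cdk1). In distal GA3T cells it called the same genes and also Cks2 and Nusap1. With the sex of the library as a block, chosen after the data were seen, limma called Mki67, Cdk1 and Cdc20 in proximal GA3T cells. The G2/M phase list (54 genes) rose as a set, by a median log2 fold change of 1.60 and 1.51 in proximal and distal GS4T cells and of 1.32 and 1.59 in GA3T cells (adjusted p = 1.2e-09, 4.4e-07, 5.4e-10 and 3.8e-15 from limma's camera). None of these calls held under fry, where the adjusted p of the set were 0.062, 0.19, 0.12 and 0.30. The S phase list changed less, with medians of 0.06, 0.42, -0.04 and 0.41.

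The sorted knockout cells also held more RNA of epithelial genes than the controls. From 11 epithelial markers the share of epithelial RNA was 9.56% and 13.1% in the 2 proximal GS4T libraries and 0.12% and 4.28% in the proximal GWTT libraries. Counts scaled to equal library size (CPM) of G2/M genes sum to 3504 in goblet cells of the proximal colon, so this share would bring 104% of the rise in G2/M reads in proximal GS4T cells. It would bring 85.3% in distal GS4T cells, 63.5% in proximal GA3T cells and 53% in distal GA3T cells. These are shares of the rise of a sum, which abundant genes weigh on most. In the proximal colon the sum was 996 and 1041 CPM in GWTT cells and 1297 and 1356 in GS4T cells. The median log2 fold change of 1.599 over the same genes is another measure. How much of the rise of single genes epithelial RNA would bring was not computed. The order of the 2 distal libraries was the opposite in both knockouts. The distal GS4T library with the share of 6.19% had 1744 CPM of G2/M genes, and the one with 12.2% had 1198. In distal GA3T cells 8.23% went with 1390 CPM and 3.61% with 1527.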

**Fig. 4.**
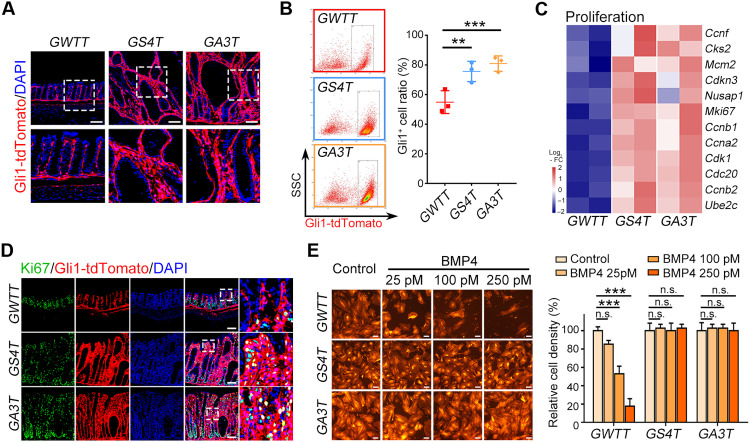
Inactivation of BMP signaling enhances the proliferation of Gli1^+^ stromal cells. (**A**) Representative images of Gli1-tdTomato signals in distal colon sections at 30 dpt. Scale bars, 100 μm. (**B**) FACS analysis and quantitation of Gli1-tdTomato^+^ cells in distal colon from indicated mice at 30 dpt. (**C**) Heatmap of proliferation-related genes in Gli1-tdTomato^+^ cells from the indicated mice at 30 dpt. (**D**) Representative images of Ki67 immunofluorescence staining in distal colon sections of indicated mice at 30 dpt. Scale bars, 100 μm. (**E**) Representative images of WT, Smad4-KO, or Alk3-KO Gli1-tdTomato^+^ cells and the quantification of relative cell density at day 3 after BMP4 treatment. Scale bars, 100 μm. **P < 0.01 and ***P < 0.001 by one-way ANOVA test in (B) and (E).

To assess how Gli1^+^ stromal cells affect the epithelium after BMP signaling disruption, we performed RNA-seq and GO analysis of Gli1-tdTomato^+^ cells. 

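Gli1-tdTomato+ stromal cells, marked by tdTomato after the Cre recombination that also deletes the floxed gene, were sorted from the proximal and the distal colon. Each of GWTT, GS4T and GA3T mice has 2 libraries per segment, 12 in all. The 2 GWTT libraries of a segment are the controls of both knockouts, in separate tables that the authors scaled apart. Recovered reads per library were 17152983 and 17656823 in proximal GS4T cells, 17849600 and 21221080 in proximal GA3T cells, and 16186689 and 16351951 in proximal GWTT cells. In the distal colon they were 14222902 and 18507490 in GS4T cells, 18136189 and 23686940 in GA3T cells, and 16775037 and 16777700 in GWTT cells. The median over the 12 libraries was 17404903. After the filter on a mean normalized count of 10, 15319 and 15262 genes were tested in GS4T cells and 15346 and 15414 in GA3T cells, proximal and distal. In simulated libraries with the spread of these, limma called 75.6% and 87.7% of changes of at least 2 on the log2 scale for GS4T (15120 and 15051 genes) and 65.7% and 77% for GA3T (15116 and 15196 genes). The simulation drew each gene independently, so these shares may be too high for the real libraries.

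The targeted genes were read first. Smad4 (ENSMUSG00000024515, chromosome 18, 73639009 to 73703780) had 706 and 835 normalized counts in the 2 proximal GS4T libraries and 1604 and 1673 in the proximal GWTT libraries. Its log2 fold change was -1.09 (standard error 0.12, adjusted p = 0.010). Distal Smad4 had 680 and 1171 counts in GS4T cells and 1781 and 1703 in GWTT cells, a log2 fold change of -0.96 (standard error 0.25, adjusted p = 0.042). Bmpr1a, the gene of Alk3 (ENSMUSG00000021796, chromosome 14, 34410734 to 34503341), had 2233 and 1842 counts in proximal GA3T cells and 2960 and 3220 in GWTT cells. Its log2 fold change was -0.61 (standard error 0.14, adjusted p = 0.12). In the distal colon it had 2203 and 2043 counts in GA3T cells and 3359 and 3485 in GWTT cells, a log2 fold change of -0.69 (standard error 0.11, adjusted p = 0.10). In each case both knockout libraries lay below both controls. A count per gene includes reads on exons that a floxed allele keeps, so these values do not measure the share of recombined cells. The gene that was not targeted changed little, with log2 fold changes of -0.04 and -0.24 for Bmpr1a in GS4T cells and of -0.01 and -0.30 for Smad4 in GA3T cells.

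Gli1 itself differed between replicates. In the proximal colon it had 1481 and 23.9 normalized counts in the GS4T libraries, 1292 and 34.7 in the GA3T libraries, and 642 and 1597 in the GWTT libraries as the GS4T table scales them. In the second libraries the stromal markers differed by medians of 0.33 and -0.05 and the Hedgehog target genes by -0.25 and -0.06 on the log2 scale in GS4T and GA3T cells, against -5.89 and -5.18 for Gli1. Single targets fell more, Ptch1 from 632 to 354 CPM in GS4T and Hhip from 153 to 58 CPM in GA3T cells. Both GS4T groups and the distal GWTT libraries were female by Xist. GA3T and proximal GWTT cells have 1 male and 1 female library each.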

The results showed that commonly up-regulated genes upon *Alk3* or *Smad4* KO were involved in leukocyte migration, cell division, and cytokine production (Fig. 5A and fig. S6A). 

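In proximal GS4T cells 1472 of 15319 genes were differentially expressed, 804 of them higher than in GWTT cells, and in distal GS4T cells 2130 of 15262, 1202 of them higher. The unadjusted p moved these numbers most, to 2446 and 2828. In proximal GA3T cells 55 of 15346 genes were called and 53 of them, or 96.4%, were higher. Here the tool decided the number, since edgeR called 0 genes and DESeq2 called 966 with 69.8% higher, and at an unadjusted p 1451 passed. In distal GA3T cells no gene was called at the adjusted p, DESeq2 called 776 and at an unadjusted p 1197 passed. In proximal cells 43 genes were higher and 2 lower in both knockouts, and at an unadjusted p 735 and 432. Simulated knockouts without a change, compared with the same controls, shared 0 genes at the adjusted p and at most 26 at the unadjusted p. In distal cells 0 genes were shared at the adjusted p, and 708 were higher and 256 lower in both at an unadjusted p, against at most 46 in simulated knockouts. Across genes the log2 fold changes of the knockouts had a Pearson correlation of 0.88 in proximal and 0.77 in distal cells. The simulated range was 0.45 to 0.55 (15090 genes) and 0.44 to 0.55 (15036 genes), and genes are not independent replicates.

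The largest increases in proximal GS4T cells were of Clca4b, from 1.03 ± 1.45 to 1699 ± 50.3 normalized counts (SD, n = 2 each), of Ly6g, from 0 in both GWTT libraries to 391 ± 85.5, and of Chil3, from 2.58 ± 0.74 to 1358 ± 512. The largest decreases there were of Ifi202b, Col6a6 and Cnksr2, with log2 fold changes of -9.43, -6.20 and -5.67. Ifi202b was near 0 in every GS4T library and not in GA3T cells. In distal GS4T cells the largest increases were of Clca4b, Tcerg1l and Tpm3-rs7, and the largest decreases of Igkv8-19, Ifi202b and Igkv4-50. In proximal GA3T cells Cemip, Mmp10 and Lcn2 rose most, by log2 fold changes of 7.15, 6.06 and 5.62, and Igkv8-28 and Sirt1 fell by 4.88 and 1.33 on the log2 scale.

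For leukocyte migration, the chemokine ligands rose by a median log2 fold change of 0.97 in proximal and 0.98 in distal GS4T cells (26 and 24 genes, adjusted p = 0.10 and 0.0010 from camera) and of 1.09 and 0.58 in GA3T cells (26 and 27 genes, adjusted p = 0.030 and 0.0025). The Reactome set of chemokines and their receptors (35 to 39 genes) had medians of 0.14 and 0.35 in GS4T cells and of -0.05 and 0.42 in GA3T cells, and was called in distal GA3T cells only (adjusted p = 0.026). For cytokine production, the Reactome set of interleukin signaling (100 to 102 genes) had medians between -0.02 and 0.11 and was not called. The set of extracellular matrix organization rose in all 4 comparisons, by medians of 0.42, 0.32, 0.42 and 0.23. The mitotic cell cycle set (384 genes) rose by 0.11 and 0.17 in GS4T cells and by 0.07 and 0.15 in GA3T cells, and was called in the distal colon only (adjusted p = 0.011 and 0.00017). In total camera called 6 and 11 of 28 sets in GS4T cells and 8 and 12 in GA3T cells, and none of these calls held under fry.

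Ly6g and Chil3 are genes of neutrophils and macrophages. Markers of neutrophils rose together, by a median log2 fold change of 3.35 (10 genes) in proximal and 3.99 (11 genes) in distal GS4T cells and of 2.77 and 1.73 (10 genes each) in GA3T cells. Stromal markers (14 genes) changed by medians of 0.41, 0.22, 0.61 and 0.23.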

By analysis of cytokines, we found that IL genes, such as *IL-1*, *IL-17*, and *IL-11*, were up-regulated upon *Alk3* or *Smad4* KO, while *IL-6*, *IL-13*, and *IL-22* were down-regulated (Fig. 5B and fig. S6B). 

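Il1a (ENSMUSG00000027399, chromosome 2, 129299610 to 129309972) rose in proximal cells from 12.4 ± 5.90 normalized counts in GWTT cells to 571 ± 290 in GS4T cells (SD, n = 2 each), a log2 fold change of 5.39 (standard error 0.53, adjusted p = 0.0077). Il1b, on chromosome 2 from 129364570 to 129371139, rose from 185 ± 47.0 to 2255 ± 822 (SD, n = 2 each), a log2 fold change of 3.58 (standard error 0.31, adjusted p = 0.0065). In distal GS4T cells their log2 fold changes were 4.76 and 2.86 (adjusted p = 0.0017 and 0.0048). In proximal GA3T cells Il1b rose by 2.60 (standard error 0.24, adjusted p = 0.0496) and Il1a by 3.80 (standard error 0.55, adjusted p = 0.073), and in distal GA3T cells by 1.57 and 2.08 (adjusted p = 0.14 and 0.12). Il11 (ENSMUSG00000004371, chromosome 7, 4772373 to 4782859) rose by log2 fold changes of 3.40 and 5.22 in proximal and distal GS4T cells (adjusted p = 0.0052 and 0.0023) and of 3.65 and 3.83 in GA3T cells (adjusted p = 0.049 and 0.15). Il17a (ENSMUSG00000025929, chromosome 1, 20730905 to 20734496) was low. It had 22.1 and 52.8 counts in proximal GS4T cells and 8.27 and 3.07 in GWTT cells, a log2 fold change of 2.52 (standard error 0.77, adjusted p = 0.086). In GA3T cells its log2 fold change was 2.83 in the proximal colon (adjusted p = 0.19) and 2.99 in the distal colon (adjusted p = 0.28), where the libraries had 14.3 and 131 counts. In distal GS4T cells Il17a was below the filter, with 0 and 17.6 counts. Neutrophil markers rose in the same libraries, by medians of 3.353 and 3.99 in proximal and distal GS4T cells and of 2.77 and 1.735 in GA3T cells. Whether leukocytes among the sorted cells brought part of the interleukin reads was not tested.

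Il6 (ENSMUSG00000025746, chromosome 5, 30013114 to 30019981) was lower in proximal cells of both knockouts, by log2 fold changes of -1.41 in GS4T cells (standard error 0.43, adjusted p = 0.088) and -1.24 in GA3T cells (adjusted p = 0.24). In the distal colon it was 0.47 and 0.69 higher on the log2 scale, within the spread of its libraries. Il22 fell in GS4T cells by 1.81 and 2.06 on the log2 scale (adjusted p = 0.19 and 0.12), and in the proximal GWTT libraries it had 106 and 22.5 counts. In GA3T cells its libraries overlapped with the controls in both segments. Il13 was below the filter in proximal cells, at 0.92 and 3.99 counts in GS4T cells and 20.7 and 5.12 in GWTT cells, and has no row in the distal tables. Il9r and Il31ra, also listed as lower in Fig. 5B, were called in 1 comparison each. These were Il31ra in proximal GS4T cells (-3.18, adjusted p = 0.033) and Il9r in distal GS4T cells (-2.85, adjusted p = 0.032). In distal cells Il31ra was higher, by 1.08 in GS4T and 1.20 in GA3T cells. Il17f, listed as lower too, changed by -1.06 in proximal and 1.965 in distal GA3T cells. In proximal GS4T cells it was below the filter. The interleukin family as a set (16 or 17 genes) had medians of 0.54 and 0.43 in GS4T cells and -0.32 and 0.42 in GA3T cells and was not called.

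The genes shown as higher in Fig. 4C and Fig. 5B were all higher in proximal GS4T cells, 22 of 22, and 17 of them had an adjusted p under 0.05 over all genes. In distal GS4T cells 20 of 21 were higher and 15 had such a p. In GA3T cells 20 of 20 were higher in each segment, 5 of them with such a p in the proximal and 0 in the distal colon. Adjusted over the list alone the numbers were 21, 18, 19 and 16. The study chose the list on these samples, so this is not independent evidence. Of the genes shown as lower, 4 of 4 and 5 of 5 tested were lower in proximal GS4T and GA3T cells, and 2 of 4 and 1 of 5 in distal cells.

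**Figure D2:**
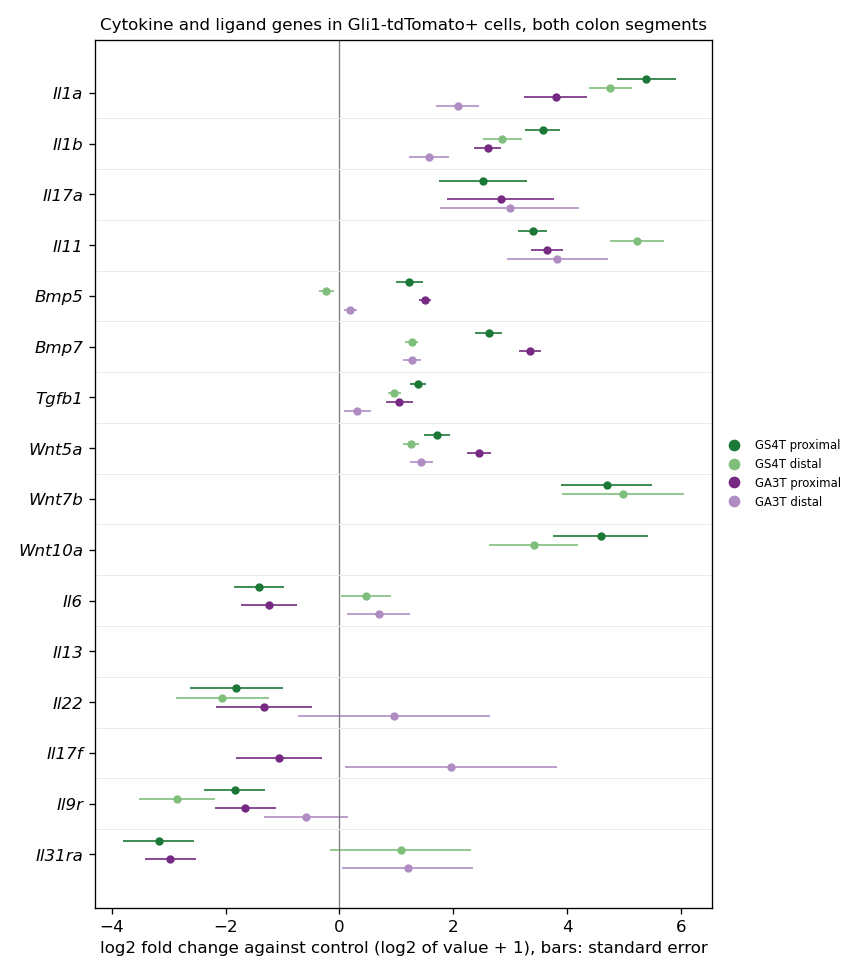
Log2 fold changes of the cytokine and ligand genes of Fig. 5B in Gli1-tdTomato+ cells against GWTT cells, on the horizontal axis, for GS4T and GA3T cells of the proximal and the distal colon. Points are limma estimates on log2 of the normalized count plus 1, bars are standard errors, and genes below the filter have no point. Il1a, Il1b and Il11 lie above 0 in every comparison, while Il6 lies below 0 in proximal cells only.

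The paper sets the rise of these interleukin genes after knockout (Fig. 5B) beside their suppression by BMP in cultured Gli1+ cells (Fig. 5D). It also reports more mRNA of Il1a, Il1b, Il11 and Il17a in cultured knockout cells (Fig. 5C). IL-1α and IL-1β protein was higher in tissue (Fig. 5E and fig. S6C), and IL-1β in the medium of knockout cells (Fig. 5F). In cocultures with organoids IL-1Ra lowered mucin mRNA (Fig. 6D). From these results and other cocultures it proposes that BMP keeps interleukin expression of Gli1+ stromal cells low and thereby controls goblet cell differentiation.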

Increased mRNA expression of *IL-1a*, *IL-1b*, *IL-11*, and *IL-17a* was confirmed in cultured *Alk3* or *Smad4* KO Gli1^+^ stromal cells (Fig. 5C), and BMP specifically suppressed their expression (Fig. 5D). Higher protein levels of IL-1α and IL-1β were detected in Gli1^+^ stromal cells of intestinal tissues (Fig. 5E and fig. S6C). Increased skipped exon of *IL-1b* was found in Gli1^+^ stromal cell after *Alk3* or *Smad4* KO (fig. S6D). An increased IL-1β protein level was found in the conditional medium of *Alk3* KO or *Smad4* KO Gli1^+^ cells (Fig. 5F). These results indicate that BMP stimulates expression of *IL-1a*, *IL-1b*, *IL-17a*, and *IL-11* in Gli1^+^ stromal cells.

**Fig. 5.**
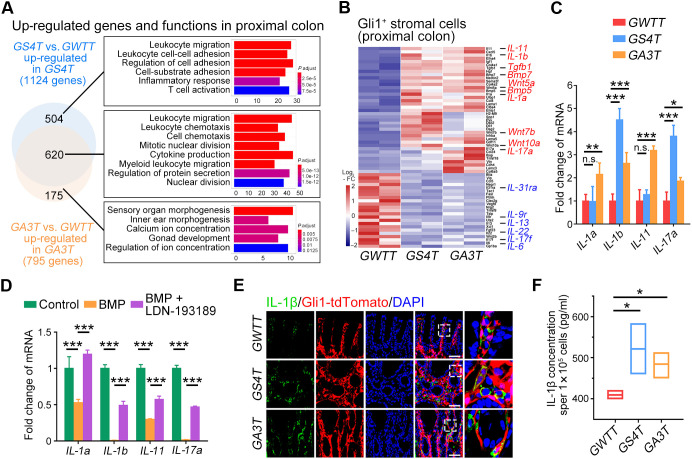
Inactivation of BMP signaling increases IL secretion in Gli1^+^ stromal cells. (**A**) GO analysis of the up-regulated genes in Gli1-tdTomato^+^ cells from *GS4T* and *GA3T* mice compared with *GWTT* mice. (**B**) Heatmap of the up-regulated (red) and down-regulated genes (blue) in Gli1-tdTomato^+^ cells from indicated mice. (**C**) qRT-PCR analysis of IL genes detected in Gli1-tdTomato^+^ cells from indicated mice. (**D**) qRT-PCR analysis of IL genes detected in WT Gli1-tdTomato^+^ cells at day 3 after the treatment with 25 pM BMP4 or 1 μM LDN-193189. (**E**) Representative images of IL-1β immunofluorescence in distal colon sections of indicated mice at 30 dpt. Scale bars, 100 μm. (**F**) Elisa quantitation of IL-1β levels from in vitro cultured Gli1-tdTomato^+^ cells. *P < 0.05, **P < 0.01, and ***P < 0.001 by two-way ANOVA followed by Tukey’s multiple comparisons test in (C) and (D) and one-way ANOVA test in (F).

### IL-1 and IL-17 promote goblet cell differentiation and enhance mucin secretion through NF-κB signaling

To investigate the effect of ILs on goblet cells, we treated colonic organoids derived from the crypts of Muc2-mCherry mice with IL-1, IL-11, and IL-17. Inhibition of Wnt and Notch signaling with IWP-2/DAPT has been shown to promote goblet cell differentiation (*35*). IWP-2/DAPT greatly enhanced Muc2-mCherry^+^ cells (Fig. 6, A and B). Notably, IL-17 or IL-1, but not IL-11, also increased Muc2-mCherry^+^ cells (Fig. 6, A and B). Consistently, the goblet cell marker genes were increased upon IL-1 or IL-17 treatment (Fig. 6C and fig. S7A). Conversely, IL-1 receptor antagonist (IL-1Ra) suppressed mucin mRNA levels in colonic organoids cocultured with *Alk3* or *Smad4* KO Gli1-tdTomato^+^ cells (Fig. 6D). IL-1 and IL-17 also enhanced mucin expression in small intestinal organoids (fig. S7, B to D). Mucin accumulation or cavity structures were only found in the large intestine but not in the small intestine of *Alk3* or *Smad4* KO mice, perhaps due to more Gli1^+^ cells in the colon (*4*).

**Fig. 6.**
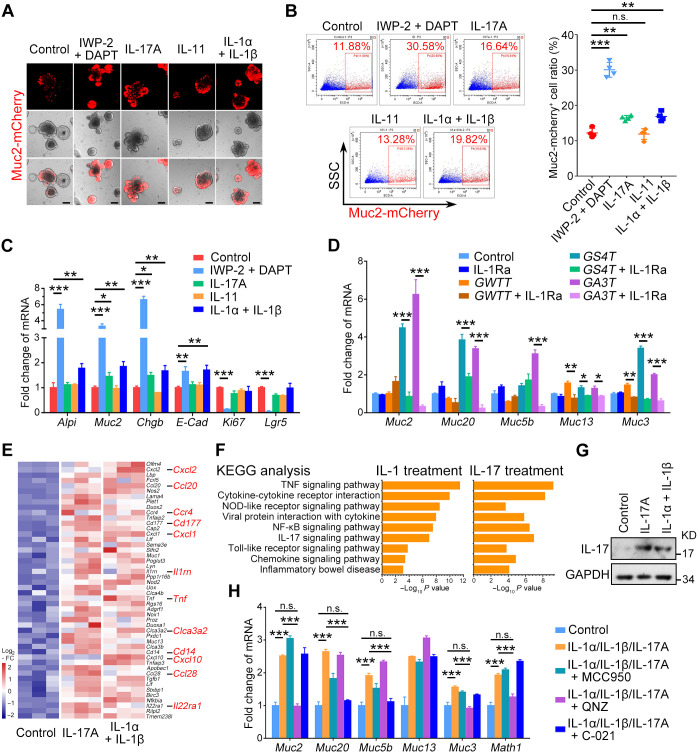
IL-1 and IL-17 promote goblet cell differentiation and enhance mucin production in mouse colonic organoids through NF-κB signaling. (**A**) Representative images of Muc2-mCherry-labeled distal colon organoids at day 3 after the treatments with 2 μM IWP-2, 10 μM DAPT, or 10 nM ILs. Scale bars, 100 μm. (**B**) FACS analysis and quantitation of Muc2-mCherry^+^ cells from distal colon organoids at day 3 after the treatments with 2 μM IWP-2, 10 μM DAPT, or 10 nM ILs. (**C**) qRT-PCR analysis of epithelial marker genes in distal colon organoids at day 3 after the treatments with 2 μM IWP-2, 10 μM DAPT, or 10 nM ILs. (**D**) qRT-PCR analysis of mucin genes in distal colon organoids cocultured with Gli1-tdTomato^+^ cells from indicated mice and treated with 50 nM IL-1Ra for 3 days. (**E**) Heatmap of the up-regulated genes in distal colon organoids after the treatments with 10 nM ILs for 12 hours. (**F**) Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis for the up-regulated signaling pathways after the indicated treatments for 12 hours. (**G**) Immunoblot analysis of the expression level of IL-17 in distal colon organoids treated with 10 nM ILs for 3 days. (**H**) qRT-PCR analysis of mucin genes in distal colon organoids after the indicated treatments for 3 days. *P < 0.05, **P < 0.01, and ***P < 0.001 by one-way ANOVA test in (B) and two-way ANOVA followed by Tukey’s multiple comparisons test in (C), (D), and (H).

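Bmp5 and Bmp7 were expressed in Gli1-tdTomato+ cells of every genotype. Bmp5 (ENSMUSG00000032179, chromosome 9, 75775364 to 75900310) had 1421 ± 52.7 normalized counts in proximal GWTT cells and 4112 ± 165 in distal GWTT cells (SD, n = 2 each). It rose in proximal GS4T cells to 3426 ± 1170, a log2 fold change of 1.23 (standard error 0.24, adjusted p = 0.032), and in proximal GA3T cells from 1494 ± 56.2 to 4228 ± 217 (SD, n = 2 each, adjusted p = 0.049). In the distal colon it changed by -0.23 and 0.19 on the log2 scale (adjusted p = 0.25 and 0.43). Bmp7 (ENSMUSG00000008999, chromosome 2, 172868012 to 172940321) rose in proximal GS4T cells from 507 ± 57.8 to 3204 ± 1010 (SD, n = 2 each), a log2 fold change of 2.63 (standard error 0.24, adjusted p = 0.0068). In distal GS4T cells it rose from 2321 ± 9.01 to 5625 ± 532 (log2 fold change 1.27, adjusted p = 0.0022). In GA3T cells the log2 fold changes were 3.35 in the proximal colon (standard error 0.19, adjusted p = 0.035) and 1.28 in the distal colon (adjusted p = 0.084). The difference between segments was not called for either gene in the interaction test of limma. For Bmp5 it was 1.46 on the log2 scale in GS4T cells and 1.31 in GA3T cells (adjusted p = 0.13 and 0.0995), and for Bmp7 1.35 and 2.07 (adjusted p = 0.14 and 0.17).

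Other ligands of Fig. 5B changed in the same direction. Wnt5a rose by 1.72 and 1.26 in proximal and distal GS4T cells (adjusted p = 0.015 and 0.0044) and by 2.45 in proximal GA3T cells (adjusted p = 0.049), and Tgfb1 by 1.38 in proximal GS4T cells (adjusted p = 0.0082). Wnt7b and Wnt10a had no reads in proximal GWTT cells and 24.9 ± 1.34 and 23.7 ± 7.40 normalized counts in proximal GS4T cells (SD, n = 2 each).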

Gli1^+^ stromal cells also secrete BMP ligands, such as BMP5 and BMP7 (Fig. 5B and fig. S6B), which may contribute to goblet differentiation (*9*, *10*). To investigate the influence of BMP on goblet cells, we added the BMP receptor inhibitor LDN-193189 in the colonic organoids and Gli1^+^ stromal cell coculture system. As shown in fig. S7E, LDN-193189 increased *Lgr5* and *Alpi* expression but did not suppress the increased expression of *Muc2*. These results together suggest that BMP suppresses IL expression in Gli1^+^ stromal cells to control goblet cell differentiation.

To explore how IL-1/17 affect the intestinal epithelium, RNA-seq was performed after the organoids were treated for 12 hours. 

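Mouse colonic organoids were treated for 12 h with IL-1 (IL-1α and IL-1β together), with IL-17A or with neither, with 3 libraries per group. The control libraries stand in both tables, each scaled by the authors with its own treated libraries. Recovered reads per library ranged from 14815170 to 17420758 after IL-1 (median 17244925), from 16809108 to 17665812 after IL-17 (median 17163416) and from 17030122 to 17496147 in controls (median 17258049). After the filter 12913 genes were tested for IL-1 and 12977 for IL-17. In simulated libraries with this spread, drawn gene by gene, limma called 89.7% (12818 genes) and 86.8% (12859 genes) of changes of at least 2 on the log2 scale. For 3 libraries against 3 the groups do not overlap for 10% of genes by chance, and the smallest 2-sided exact permutation p is 0.10, so single genes are given with the adjusted p of limma.

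The 12 h and the 72 h controls are not independent. Of the 3 libraries labelled as 12 h controls, 2 hold the same reads in every gene as libraries labelled as 72 h controls, apart from at most 2 genes, whereas other pairs of libraries share at most 2.66% of their values. The 18 organoid samples are thus 16 distinct libraries. Replicates 3 and 4 of the IL-1 group and replicates 3 and 4 of the IL-17 group differed by little more than counting error, with a chi-square per degree of freedom of 3.03 and 3.32, against 18 to 212 in other pairs of a group apart from 1 pair of 72 h controls at 3.30. By Xist the controls were 2 male and 1 female library, and each treated group was 1 male and 2 female. With each such pair averaged, IL-1 called 0 and IL-17 called 2 genes, from 7 and 5 with all libraries.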

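The genes read for this statement are those of Fig. 6E, among them the chemokine genes Ccl20, Cxcl1, Cxcl2, Cxcl10 and Ccl28, the receptor genes Ccr4 and Il22ra1, and Tnf, Cd14, Cd177 and Il1rn. Ccl20 (ENSMUSG00000026166, chromosome 1, 83116766 to 83119167) encodes a chemokine that attracts lymphocytes. After 12 h of IL-1 it had 730 ± 13.8 normalized counts, against 25.1 ± 15.0 in control organoids (SD, n = 3 each), a log2 fold change of 4.96 (standard error 0.37, adjusted p = 0.021). Cxcl2 (ENSMUSG00000058427, chromosome 5, 90903871 to 90905938) rose from 1.53 ± 0.51 to 66.8 ± 24.1 (SD, n = 3 each), a log2 fold change of 4.69 (standard error 0.45, adjusted p = 0.042). After IL-17 Ccl20 rose by 3.97 on the log2 scale (standard error 0.48, adjusted p = 0.078) and Cxcl2 by 2.91 (adjusted p = 0.42). Cd177, on chromosome 7 from 24743983 to 24760311, rose by 2.28 after IL-1 (adjusted p = 0.11) and by 2.75 after IL-17 (adjusted p = 0.052). Tnf rose by 1.84 after IL-1 and by 0.995 after IL-17 (adjusted p = 0.088 and 0.26). Il22ra1, a subunit of the IL-22 receptor, rose from 333 ± 23.1 to 720 ± 52.4 after IL-17 (log2 fold change 1.11, adjusted p = 0.052). Cxcl10 rose after IL-1 (1.70, adjusted p = 0.89) and not after IL-17, where its libraries overlapped with the controls. Ccr4 was below the filter, at 14.3 ± 5.05 counts after IL-1, 12.9 ± 10.6 after IL-17 and 1.56 ± 1.95 in controls of the IL-1 table (SD, n = 3 each).

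All 11 listed genes that were tested were higher after IL-1, and 10 of 11 after IL-17. Over all genes 2 and 0 of them had an adjusted p under 0.05. Adjusted over the list alone 11 and 10 did, but the study chose the list on these samples. In the whole comparison 7 of 12913 genes were differentially expressed after IL-1, all higher, among them Ccl20, Cxcl2 and C3. C3 (chromosome 17, 57203970 to 57228136) rose from 162 ± 72.9 to 2127 ± 489 (SD, n = 3 each), a log2 fold change of 3.80 (standard error 0.38, adjusted p = 0.042). After IL-17 5 of 12977 genes were called, all higher, with Sprr2h, Duox2 and Zc3h12a rising most. Duox2 (ENSMUSG00000068452, chromosome 2, 122279247 to 122298449) had 10160 ± 278 counts against 962 ± 19.4 in controls (SD, n = 3 each), a log2 fold change of 3.40 (standard error 0.084, adjusted p = 2.8e-05). Zc3h12a, on chromosome 4 from 125118423 to 125127840, encodes an RNase that limits cytokine messages and rose by 2.62 (standard error 0.21, adjusted p = 0.026). DESeq2 called 43 genes after IL-1, of which 40 were higher, and 51 after IL-17, of which 49 were higher, while edgeR called 2 and 4. At an unadjusted p 119 and 140 genes passed. With 1 library left out the fits called 0 to 5 genes after IL-1, of which at most 2 were among the 7, and 2 to 4 after IL-17, of which 2 or 3 were among the 5. Of the 10 ways to divide the 6 libraries 3 against 3, 2 gave at least as many genes as the real groups in each comparison. The other such split separates the sexes. These numbers are from fits without a block. Deviations of 12 h libraries with the same replicate number correlated at 0.62 to 0.64, and with that number as a block 100 and 120 genes were called, 5 and 7 more of the listed ones among them. The labels do not say what equal numbers share. With sex as a block, chosen after the data were seen, 27 and 36 genes were called.

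Across 12821 genes the log2 fold changes after IL-1 and after IL-17 had a Pearson correlation of 0.85. Simulated treatments without a change against the same controls gave 0.45 to 0.56, and genes are not independent replicates. The simulated treatments share only the controls. The real IL-1 and IL-17 libraries also carry the same replicate numbers, with 1 male and 2 female libraries in each group. Their mean distance (median absolute log2 difference) was 0.1996 between the groups, against 0.2439 within IL-1 and 0.2409 within IL-17. What equal numbers or sexes share may thus raise the correlation too.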

Chemokines and cytokines were up-regulated by IL-1 or IL-17 (Fig. 6E and fig. S7F). These increased genes involved in tumor necrosis factor (TNF) signaling, nonobese diabetic (NOD)–like signaling, NF-κB signaling, and cytokine-cytokine receptor interaction, as revealed by Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis (Fig. 6F). 

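KEGG annotation was not used here, so related sets of Reactome and a written list of NF-κB genes were tested with camera. The NF-κB pathway and feedback genes (19 genes) rose after IL-1 by a median log2 fold change of 0.38 (adjusted p = 5.7e-11 from camera in limma). After IL-17 their median was 0.034 with 52.6% higher (adjusted p = 0.019), since a few of them, Zc3h12a among them, rose far more than the rest. Chemokines and their receptors (14 and 13 genes) rose by medians of 0.79 after IL-1 and 0.48 after IL-17 (adjusted p = 5.5e-09 and 1.6e-05). NOD signaling (24 genes) rose by medians of 0.10 and 0.078 (adjusted p = 0.0069 and 0.060), TNF signaling (9 genes) by 0.087 and 0.044 (adjusted p = 0.071 and 0.21) and interleukin signaling (89 genes) by 0.066 and 0.058 (adjusted p = 0.020 and 0.12). Toll-like receptor cascades rose by 0.071 and 0.039 (adjusted p = 0.0020 and 0.041). Camera called 8 of 26 sets after IL-1 and 8 after IL-17. Under fry 6 of the 8 calls held for IL-1, among them NF-κB, chemokines, NOD signaling and interleukin signaling, and 2 held for IL-17, NF-κB and Toll-like receptor cascades. TNF signaling passed after IL-1 under fry only (adjusted p = 0.0015). Of 10 ways to divide the libraries, 2 called at least as many sets for IL-1 and 1 did for IL-17.

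The S and G2/M phase genes had medians of -0.025 and -0.004 after 12 h of IL-1 and were not called. After IL-17 their medians were -0.13 and -0.11, with 14% and 18.5% of genes higher, and camera called both lower (adjusted p = 0.00061 and 6.0e-05), while fry called neither. Goblet cell markers (15 genes) had medians of 0.006 after IL-1 and 0.11 after IL-17.

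These pathways led the paper to use inhibitors of NF-κB, NOD-like and CCR4 signaling. As those of NF-κB and CCR4 signaling lowered the induced mucin genes, the paper proposes that IL-1 and IL-17 act on goblet cells through these 2 pathways.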

IL-1/17 treatment could increase IL-17 expression in colon organoids (Fig. 6G and fig. S7G). To define the pathways involved in IL-1/17 signaling, three inhibitors were used: QNZ (EVP4593) for NF-κB signaling and TNF-α production, MCC950 for NOD-like signaling, and C-021 for CCR4 signaling. We found that QNZ inhibited the increased expression of *Muc2* and *Math1* (a transcript factor for goblet differentiation), while C-021 partly impaired the increased expression of *Muc20* and *Muc5b* induced by IL-1 or IL-17 (Fig. 6H). These results suggest that IL-1 and IL-17 promote goblet cell differentiation and enhance mucin secretion through NF-κB signaling and CCR4 signaling.

To further explore the role of IL-1/17, RNA-seq and gene expression analysis were performed after the organoids were treated with IL-1 or IL-17 for 3 days. 

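The 72 h libraries are 3 each of organoids treated with IL-1, with IL-17A and with neither. Recovered reads ranged from 16014330 to 17592514 after IL-1 (median 16909205), from 16351563 to 16743270 after IL-17 (median 16652376) and from 15822340 to 17494935 in controls as the IL-1 table holds them (median 17020958). Of the 3 control libraries 2 are those that also carry a 12 h label, and replicates 2 and 4 of the controls differed by little more than counting error (chi-square per degree of freedom 3.30). By Xist the controls were 1 male and 2 female, the IL-1 group 2 male and 1 female, and the IL-17 group 3 male. The simulated share of changes of at least 2 on the log2 scale that limma called was 84.7% for IL-1 (12872 genes) and 68.2% for IL-17 (12891 genes). Genes were drawn independently in this simulation too.

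After IL-1 2998 of 13023 genes were differentially expressed, 1414 of them higher. Leaving out the third IL-1 library gave 2078 and leaving out others up to 3396, and averaging the near-identical controls gave 2196. After IL-17 1038 of 13073 genes were called and 63.2% of them were higher. That number rests on single libraries. It was 3577 without the second IL-17 library, 218 without the first control library, 86 without the third IL-17 library, and 4, 3 and 3 without the second control, the fourth control or the first IL-17 library. With the near-identical controls averaged it was 2. DESeq2 called 2311 genes after IL-17, and edgeR called 869 with 74.9% higher. None of the 9 other ways to divide the libraries called as many genes, with at most 3 for IL-1 and 2 for IL-17. The fold changes of the 2 treatments had a Pearson correlation of 0.94 over 12872 genes, against 0.47 to 0.54 in simulated treatments without a change. The simulated treatments share only the controls. Treated organoids at 72 h were also compared with those at 12 h. That contrast correlated with the 72 h fold changes at 0.953 for IL-1 and 0.94 for IL-17, although both share the treated 72 h libraries. As the time at which the controls were collected is not known, time in culture may be mixed into these fold changes and their correlation. Compared directly, IL-1 and IL-17 organoids differed in 0 genes, and in 24 at an unadjusted p.

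The largest increases after IL-1 were of Lcn2, from 0.30 ± 0.51 to 108 ± 19.8 normalized counts (SD, n = 3 each), and of Trpv6 and Nfam1, by 5.66 and 5.46 on the log2 scale. Smoc2, Retnlb and Rpp25 fell most, by log2 fold changes of -4.89, -4.88 and -4.79. After IL-17 Plet1, Duoxa2 and Lcn2 rose most, by 6.13, 5.91 and 5.71, and Gsdmc3, Lor and Gsdmc4 fell by log2 fold changes of -5.08, -4.12 and -3.75.

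Whether the effect differs between 12 h and 72 h was tested in limma as an interaction over the tables of each treatment. It was called for 3310 of 12955 genes with IL-1 and for 5 of 13022 with IL-17, and at an unadjusted p for 5142 and 3687. With each distinct control library entered once the numbers were 3840 and 0.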

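Muc1, Muc13, Slc16a10 and Chp2 were read at 72 h. Muc1 (ENSMUSG00000042784, chromosome 3, 89229057 to 89233381) encodes a membrane mucin. It had 1145 ± 417 normalized counts after IL-1 and 93.0 ± 68.0 in controls (SD, n = 3 each), a log2 fold change of 4.02 (standard error 0.75, adjusted p = 0.0066). After IL-17 its log2 fold change was 4.27 (standard error 0.83, adjusted p = 0.039). Muc13 (ENSMUSG00000022824, chromosome 16, 33794037 to 33819934) rose from 12460 ± 1870 to 52010 ± 15200 after IL-1 (SD, n = 3 each), a log2 fold change of 2.03 (standard error 0.26, adjusted p = 0.0030), and by 2.15 after IL-17 (standard error 0.39, adjusted p = 0.036). Slc16a10 (ENSMUSG00000019838, chromosome 10, 40033532 to 40142258) encodes a transporter of aromatic amino acids. It fell from 119 ± 8.4 to 18.2 ± 7.2 after IL-1 (SD, n = 3 each), a log2 fold change of -2.73 (standard error 0.40, adjusted p = 0.0036). After IL-17 it had 32.5, 94.1 and 10.1 counts in the 3 libraries, against 111 to 127 in controls, a log2 fold change of -1.87 (standard error 0.73, adjusted p = 0.11). Chp2 (ENSMUSG00000030865, chromosome 7, 122219496 to 122222824) was higher after both treatments. It had 3921 ± 1510 counts after IL-1 and 942 ± 41.6 in controls (SD, n = 3 each), a log2 fold change of 1.98 (standard error 0.26, adjusted p = 0.0031), and rose by 1.69 after IL-17 (standard error 0.57, adjusted p = 0.082). For each of the 4 genes all treated libraries lay on one side of all controls in both comparisons.

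As families, the mucins (9 genes) rose by medians of 0.57 after IL-1 and 0.55 after IL-17 (adjusted p = 0.25 and 0.17 from camera in limma), with 66.7% of them higher. The solute carriers (245 and 246 genes) rose by medians of 0.24 and 0.25 (adjusted p = 0.034 and 0.031), and 60% and 58.9% of them were higher. Both calls for solute carriers held under fry.

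**Figure D3:**
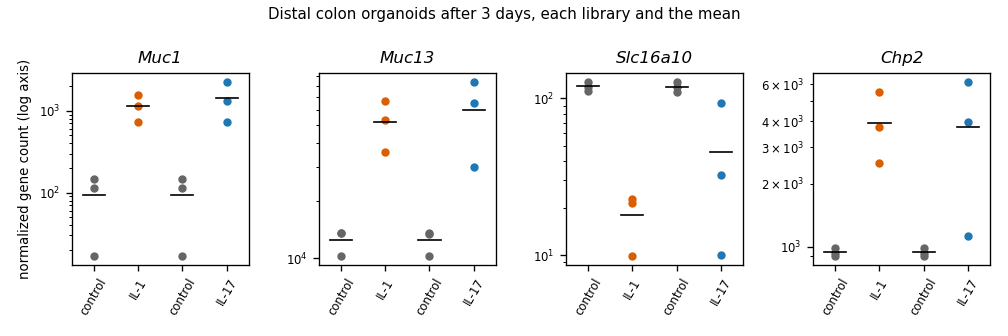
Normalized counts of Muc1, Muc13, Slc16a10 and Chp2 in organoids after 72 h, on a logarithmic vertical axis. Points are single libraries of control and IL-1 organoids and of control and IL-17 organoids, each pair from its own table, and lines are group means (n = 3 each). The mean of Slc16a10 is 119 in controls and 18.2 after IL-1.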

Mucins and solute carrier (SLC) family members were regulated by IL-1 and IL-17, including the increased expression of *Muc1* and *Muc13* and the decreased expression of *Slc16a10* and *Chp2* (fig. S7H). The decreased expression of ion transport-related genes *Slc16a10* (MOT10) and *Chp2* (CHP2) were further confirmed at mRNA and protein levels (fig. S7, I and J), which was consistent with the above results (Fig. 3F). 

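Sets near these terms were tested at 72 h, since GO annotation was not used here. The S phase genes (42 genes) fell by medians of -2.68 after IL-1 and -2.10 after IL-17 (adjusted p = 1.3e-17 and 4.4e-13 from camera in limma), and the G2/M genes (54 genes) by -2.47 and -1.80 (adjusted p = 4.1e-15 and 1.5e-10). The whole mitotic cell cycle set (381 and 382 genes) had medians of -0.82 and -0.73, with 18.6% and 19.6% of genes higher. Amino acid metabolism (143 and 144 genes) fell by medians of -0.28 and -0.26 (adjusted p = 0.030 and 0.028), and assembly of the primary cilium (150 genes) by -0.45 in both (adjusted p = 0.0013 and 0.00084). For mucus the O-linked glycosylation of mucins (33 genes) rose by medians of 0.51 and 0.50 (adjusted p = 0.10 and 0.088 from camera). Under fry it passed after IL-1 only (adjusted p = 0.037, and 0.074 after IL-17). At 12 h camera called it higher after IL-1 and IL-17 (medians 0.193 and 0.235, adjusted p = 0.016 and 0.00064), and fry did not. Goblet cell markers were not called, with medians of -0.48 and -0.37, while colonocyte markers (14 genes) rose by 1.54 and 0.92 and enteroendocrine markers (12 genes) by 1.17 and 1.21. No set for cell shape or morphogenesis was tested. Camera called 16 and 15 of 26 sets. All 16 held under fry after IL-1, and 7 of 15 after IL-17, where the sets of the cell cycle, amino acid metabolism and cilium had adjusted p between 0.053 and 0.097. Of 10 ways to divide the libraries, 3 called at least as many sets for IL-1 and only the real one did for IL-17.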

GO analysis also revealed that IL-1 and IL-17 up-regulated the genes related to regulation of cell morphogenesis, cell shape, and mucus secretion while decreasing the ones related to regulation of mitotic cell cycle, cellular amino acid metabolic process, and cilium organization (fig. S7K).

### IL-1 signals are increased in human colitis and enhance mucin secretion in human colonic organoids

It has been reported that GLI1 is associated with colitis and promotes colitis-associated tumorigenesis (*36*). Our KEGG analysis also indicated that IL-1 and IL-17 might function in IBD pathogenesis (Fig. 6F). We then asked whether the regulation of goblet cells by IL from stromal cells contributes to human colitis development. We first analyzed the expression levels of *GLI1*, *IL-1A*, and *IL-1B* with the published dataset (*37*, *38*) and found that they were increased in ulcerative colitis compared to health tissues (Fig. 7A). *GLI1* expression was positively correlated with *IL-1A* and *IL-1B* in these datasets (Fig. 7B). Similar to the *Alk3* KO and *Smad4* KO mice (Fig. 2C), cavity structures filled with mucins were also observed in human colitis samples (Fig. 7C and fig. S8A). Ki67 signals in GLI1^+^ cells was increased in human colitis (Fig. 7D), so as the secretion of IL-1α and IL-1β (Fig. 7E and fig. S8B). IL-1β expression was also increased in GLI1^+^ cells in human colorectal cancer (fig. S8C). In addition, cytokines and inflammatory response were also up-regulated in the dextran sodium sulfate (DSS)–induced mouse colitis model, such as the CXC subfamily, CC subfamily and IL-1 signaling (fig. S8D). The increased protein level and positive cell ratio of IL-1α or IL-1β were observed in DSS-induced colitis (fig. S8, E and F). The increased colocalizations of GLI1 with IL-1β or Ki67 were also detected (fig. S8, G and H). Decreased p-Smad1/5 level was observed in human colitis and DSS-induced colitis (fig. S8, I and J) (*39*), indicating that the inactivation of BMP signaling may account for high proliferation capacity of GLI1^+^ cells shown by up-regulated Ki67 signals. Furthermore, IL-17 and IL-1 also up-regulated mucin gene expression and Muc2 protein level in human colonic organoids (Fig. 7, F and G). These data indicate that high IL levels may contribute to pathogenesis of human colitis.

**Fig. 7.**
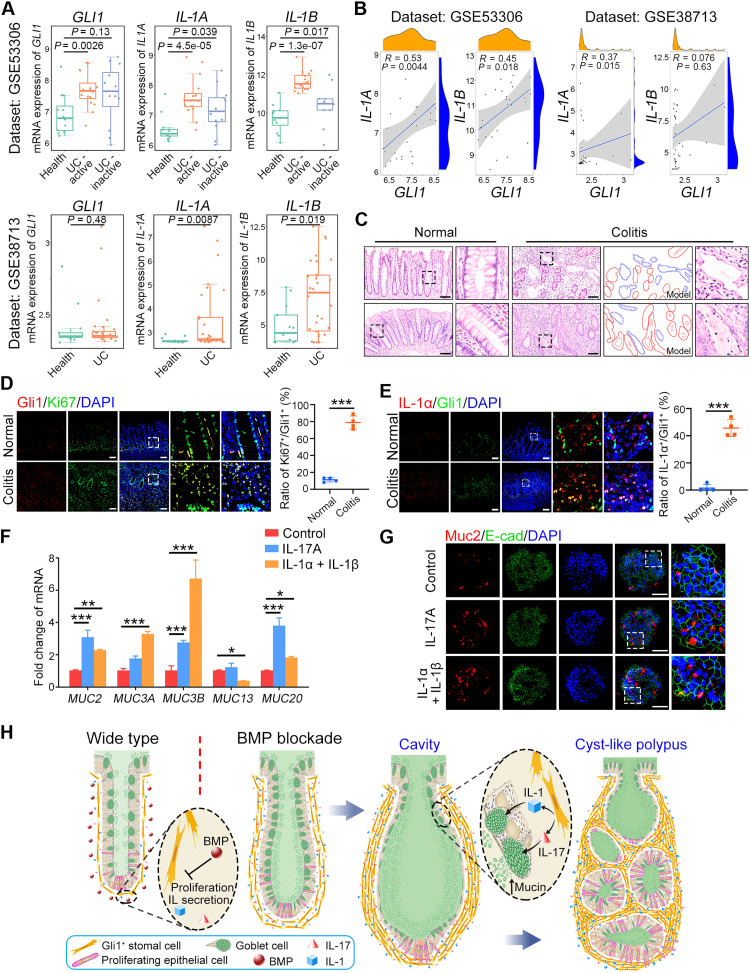
Increased IL-1 signals enhance the mucin secretion in human colitis samples. (**A**) Box plots of mRNA levels of GLI1 and ILs in healthy and colitis specimens (using datasets GSE53306 and GSE38713). In the box plots, the middle line depicts the median and the whiskers in the min-to-max range. UC, ulcerative colitis. (**B**) The positive correlation between *GLI1* and *IL-1A* or *IL-1B* in human datasets GSE53306 and GSE38713. (**C**) Representative images of H&E staining in human large intestine and colitis sections. The red lines show the column epithelial cell structure and the blue lines show the squamous epithelial cell structure in colitis model. Scale bars, 100 μm. (**D**) Gli1 and Ki67 immunostaining and quantification of human colon derived from healthy and ulcerative colitis specimens. Scale bars, 100 μm. (**E**) IL-1α and Gli1 immunostaining and quantification of human colon derived from healthy and ulcerative colitis specimens. Scale bars, 100 μm. (**F**) qRT-PCR analysis of mucin genes in human large intestinal organoids after treated with 10 nM IL-1 or IL-17 for 3 days. (**G**) Representative images of Muc2 and E-cadherin immunofluorescence costaining of human colon organoids after treated with IL-1 or IL-17 for 3 days. Scale bars, 100 μm. (**H**) A working model shows that disruption of BMP signaling in Gli1^+^ stromal cells increases goblet cell number and promotes mucin production through IL-1 and IL-17. *P < 0.05, **P < 0.01, and ***P < 0.001 by one-way ANOVA test in (D) and (E) and two-way ANOVA followed by Tukey’s multiple comparisons test in (F).

## DISCUSSION

The interplay between intestinal epithelium and stromal cells is critical for intestinal functionality and homeostasis (*40*), and dysfunction of any of them can drive pathological development (*40*, *41*). However, most studies in the past focus on polyposis initiation and tumorigenesis due to dysfunction of BMP signaling in the intestinal epithelium (*5*, *42*). It is unclear whether BMP regulates stromal cell activity and whether stromal BMP signaling plays a role in intestinal epithelium homeostasis. Here, we demonstrate that *Alk3* or *Smad4* KO in Gli1^+^ cells results in tumefaction, cavity formation, and polyposis development in the large intestine. We further show that interruption of BMP signaling provokes a high production of IL-1 and IL-17, which stimulate abnormal mucin secretion in goblet cells (Fig. 7H).

Goblet cells secrete mucins to form mucous layers, which stabilize the bacterial biofilm and prevent the epithelium from pathogen invasion (*34*). The destruction of mucosal barrier and imbalance of mucin dynamics may lead to enteritis development (*43*). For example, reduction in goblet cell number, impairment of mucin secretion and shrinkage of mucus layer are associated with IBD in human and colitis in mouse model (*44*, *45*). However, consequences initiated by the abnormal accumulation of mucins are obscure. Our results show that excessive mucin production accounts for the formation of cavity structure, which further results in epithelium tumefaction and changes the epithelial morphology from column to squamous structure. Goblet cell emptying can be found in normal mucus secretion, and the column structure can be recovered from membrane recombination and replenishment of mucin granules (*46*, *47*). We hypothesize that persistent mechanical force produced by the cavity structure prevents the column-structure recovery and maintains the squamous structure. That abnormal epithelial morphology and barrier are associated with human ulcerative colitis and DSS-induced mouse colitis may induce the regenerative and proliferative progress of the intestinal epithelium and result in the colonic polyposis development (*48*–*51*).

Gli1, a transcription factor acting downstream of Hedgehog signaling (*52*), can label a subgroup of mesenchymal cells that produce Wnt ligands and contribute to the maintenance of colon stem cells (*4*). In addition to growth factors, cytokines and chemokines produced from stromal cells are also pivotal intestinal niche factors to regulate epithelium activity (*53*). However, regulation on these cytokine or chemokine-secreted stromal cells is not fully understood. Our results revealed that BMP signaling suppresses the expansion of Gli1^+^ stromal cells and IL production, which is critical for appropriate homeostatic control of goblet cells in their amount and their mucin-secreting activity. However, how BMP signaling regulates Gli1^+^ stromal cells requires further exploration.

The mucosa tumefaction, abnormal cavity structures, and mesenchymal cell overexpansion have been reported in the large intestine after the KO of *Alk3* in Foxl1- or Col1a2-positive cells, which may be due to intestinal immune and extracellular microenvironment and CXCL12 signaling (*54*, *55*). In addition to these phenotypes, we also observed that the abnormal mucin accumulation was associated with cavity formation and the epithelial squamous shape transformation in the mice with *Alk3* or *Smad4* KO in Gli1^+^ cells. We further found that IL-1/17 from Gli1^+^ cells may account for enhanced goblet differentiation and mucin secretion. These results suggest that disruption of BMP signaling in intestinal stromal cells can remodel the intestinal microenvironment and regulate the epithelial cell fate by regulating cytokine production.

IL-1 can induce gastrointestinal inflammation (*56*), promote colitis and tumor development (*57*), and associate with therapy nonresponse and unfavorable tumor prognosis (*57*, *58*). Most of these functions of IL-1 are associated with immune cells. It is not known whether IL-1 can directly regulate epithelial cells. We found that IL-1 promotes mucin secretion in goblet cells and leads to the excessive mucin accumulation. NF-κB signaling and CCR4 signaling may contribute to these processes. Nonetheless, our results uncover a previously unknown link of subepithelial stromal cells to control goblet cell function in the intestinal epithelium and provide insights into development of therapeutic treatment for intestinal colitis.

## MATERIALS AND METHODS

### Mice and ethics statement

*Gli1-Cre^ERT2^* mice were from L. Baojie (*59*); *Alk3^fl/fl^* mice were provided by Y. Mishina (*60*); *Smad4^fl/fl^* mice were provided by Y. Xiao (*61*); *Rosa26-Loxp-STOP-Loxp-tdTomato* mice were obtained from the Jackson Laboratory; *Muc2-mCherry* mice and *Apoa1-mCherry* mice were commercially generated by Gem Pharmatech (Nanjing). Both male and female mice ranging from 2 to 4 months old in age were used. No statistical method was used to predetermine sample size. In general, we used at least three mice per genotype in each experiment. For Cre induction, mice were intraperitoneally injected with 100 μl of tamoxifen dissolved in oil at 20 mg/ml for five consecutive days. All animal studies were performed in accordance with the guidelines and under the approval of the Institutional Animal Care and Use Committee of Tsinghua University (YGC-19).

### Isolation of mouse intestinal crypts and organoid culture

Mouse intestine was split longitudinally and washed three times with cold phosphate-buffered saline (PBS). Villi were carefully scraped away, and small pieces (5 mm) of intestine were incubated in 0.5 mM EDTA in PBS for 30 min at 4°C. These pieces were then vigorously suspended in cold PBS, and the mixture was passed through 70-μm cell strainer (BD Biosciences). Large intestine was directly scraped after incubated in 0.5 mM EDTA in PBS for 30 min at 4°C. The crypts were enriched through centrifugation (3 min at 1000 rpm). Then, the crypts were embedded in Matrigel (BD Biosciences) and seeded on 24-well plate. Small intestinal organoids were cultured as previously described (*7*), and additional CHIR-99021 (2.5 μM; Selleck) was added into large intestinal organoids. For chemical treatments, IWP-2 (2 μM; Selleck), DAPT (10 μM; Selleck), or indicated ILs (10 nM; Novoprotein) were added to the cultured medium. After 3 or 6 days, RNA or single-cell suspension was selected for quantitative reverse transcription polymerase chain reaction (qRT-PCR) or fluorescence-activated cell sorting (FACS) analysis, respectively.

### Patient-derived colon tissues and organoid culture

The human materials used in this study have been previously described (*62*). Briefly, intestine tissues were surgically resected and sampled from patients who had been diagnosed with intestine tumors at the Peking University Third Hospital, Beijing, China. All tissue samples were obtained with informed consent, and the study was approved by the Peking University Third Hospital Medical Science Research Ethics Committee (M2018083). The human colon organoids were cultured as previously described (*62*).

### Isolation and culture of mesenchymal cells

Mouse large intestine was split longitudinally and trimmed into small pieces. After shocked in cold PBS vigorously, tissues were transferred into cold PBS with 1 mM DTT and incubated in 37°C shaker (10 min at 250 rpm). Then, tissues were transferred into cold PBS with 0.5 M EDTA and 1 M Hepes and incubated in 37°C shaker for two times (10 min at 250 rpm), which was followed by digestion with collagenase IV (10,000 U/ml; Gibco) in RPMI 1640 medium (Gibco) and incubated in 37°C incubator for 45 min. Last, tissue pieces were then vigorously suspended in culture medium containing 10% fetal bovine serum (ExCell) and 1% penicillin-streptomycin (HyClone) in MEM alpha basic medium (Gibco), and the mixture was passed through 70-μm cell strainer (BD Biosciences). The cell suspension was added into culture medium and cultured in 10-cm dishes.

### Immunohistochemistry and immunofluorescence staining

Intestines isolated from the indicated mice were fixed with 4% formaldehyde solution for overnight and dehydrated with gradient concentration ethanol. Then, tissues were embedded in paraffin with paraffin embedding machine (Arcadia H+C; Leica), and sections were prepared with paraffin slicing machine (RM2255; Leica). For frozen sections, intestine tissues were fixed with 4% formaldehyde solution for 2 hours at 4°C, followed by dehydrating in 30% sucrose solution at 4°C overnight. Next, the tissues were embedded in optimal cutting temperature compound (Sakura) and stored at −80°C. Sections were prepared with freezing slicing machine (CM1950; Leica). For staining, the sections were permeabilized with PBST solution (3% bovine serum albumin and 0.1% Triton X-100 in PBS) and then incubated overnight with the primary antibody at 4°C. The fluorescein-labeled secondary antibodies (1:800; the Jackson Laboratory) for immunofluorescence or secondary horseradish peroxidase–conjugated goat anti-rabbit antibody (ZSGB-BIO) for immunohistochemistry were added for 2 hours at room temperature. Confocal laser scanning (FV3000; Olympus) or 3,3′-diaminobenzidine chromogenic fluid (ZSGB-BIO) was used to detect the staining signals.

### Chemical staining

Intestine tissue sections were rehydrated in gradient concentration ethanol and PBS. For hematoxylin and eosin staining, hematoxylin (ZSGB-BIO) was added onto slides and covered tissue region for 2 min, followed by washing in a large amount of water. Then, section was covered by eosin (Beyotime) for 2 min and washed by water flow. For mucin staining, Alcian Blue & Nuclear Fast Red Staining Kit (BASO) was carried out according to the manufacturer’s instructions. For PAS staining, the AB-PAS Staining Kit (Solarbio) was used. In addition, the BCIP/NBT Alkaline Phosphatase Color Development Kit (Beyotime) was performed for alkaline phosphatase staining. The sections were dehydrated and sealed by neutral gum (ZSGB-BIO) for 48 hours, and sections were scanned by a pathological section scanner (KF-PRO-120; KFBIO).

### Antibodies

Rabbit anti-Ki67 (1:300; ab15580, Abcam), rabbit anti-Mucin 2 (1:300; ab272692, Abcam), rabbit anti-lysozyme (1:300; ab108508, Abcam), rabbit anti-chromogranin A (1:300; ab15160, Abcam), mouse anti–E-cadherin (1:1000; 610182, BD Biosciences), mouse anti–α-catenin (1:500; 610194, Biosciences), mouse anti–β-catenin (1:500; 610154, Biosciences), rabbit anti-BMPR1A (1:1000; sc-20736, Santa Cruz Biotechnology), rabbit anti-Smad4 (1:1000; sc7154, Santa Cruz Biotechnology), rabbit anti-Olfm4 [1:300; 39141, Cell Signaling Technology (CST)], mouse anti-vimentin (1:500; 550513, BD Biosciences), rabbit anti–IL-1α (1:50; ab300499, Abcam), rabbit anti–IL-1α (1:50; 16765-1-AP, Proteintech), mouse anti–IL-1β (1:200; sc-52012, Santa Cruz Biotechnology), rabbit anti-MOT10 (1:1000; YT7177, ImmunoWay), rabbit anti-CHP2 (1:1000; YT0915, ImmunoWay), rabbit anti–p-Smad1/5 (1:100; 9516, CST), mouse anti-Ki67 (1:200; 9449, CST), and rabbit anti-Gli1 (1:80; 3538, CST).

### FACS analysis

For stromal cells isolated from mice, dissociated cells were passed through 40-μm cell strainer (BD Biosciences), and single tdTomato positive cells were sorted by flow cytometry (MoFlo Astrios EQ; Beckman). For cultured organoids derived from *Muc2-mCherry* mice, organoids embedded in Matrigel were suspended in cold PBS after medium removal and pelleted by centrifugation (3 min at 1000 rpm). The organoids were dissociated in TrypLE (Invitrogen) for 15 min at 37°C and passed through 40-μm cell strainer, and single Muc2-mCherry positive cells were sorted by flow cytometry (CytoFLEX S; Beckman).

### qRT-PCR analysis

The cultured organoids were precipitated, and RNA was purified using the RNeasy Kit (mf167-01, Mei5 Biotech) and converted into cDNA using the NovoScript One-Step RT-PCR kit (Novoprotein). Real-time PCR reactions were performed in triplicates on a LightCycler 480 (Roche). Primers used were listed in table S1.

### Bulk RNA-seq and GO and KEGG analysis

RNA-seq was performed with the Illumina sequencing platform, and the quality assessment was done by FastQC (version 0.11.9). Then, the data were uniquely mapped to the mm10 genome by STAR (version 2.5.3), and the normalized gene counts were performed by DESeq2 (version 1.28.1) (*63*, *64*). The analysis of differentially expressed genes (DEGs) and expression values was performed by DESeq2 (version 1.28.1) software (*64*). Genes with absolute log_2-_transformed fold changes ≥ 1 were regarded as DEGs, and a threshold of *P* value < 0.05 was used. The primary analysis data of Muc2-mCherry^+^ cells and Gli1-tdTomato^+^ cells are presented in tables S2 and S3. The normalized gene expression data of distal colon organoids treated with IL-1 or IL-17 for 12 or 72 hours are presented in table S4. The heatmap of gene fold changes was generated by Pheatmap (version 1.0.12). The intersection analysis of differential genes of each component was displayed in the VennDiagram (version 1.7.3). DEGs’ GO enrichment and KEGG analysis were carried out by ClusterProfiler (version 3.16.1) (*65*).

### ELISA analysis

For in vitro cultured Gli1^+^ cells, 1 × 10^5^ cells were cultured for 24 hours. After the medium was discarded, the cells were washed twice with preheated PBS, and MEM-α medium without serum or phenol red (Gibco) was used for further culture. One day later, the culture medium was collected for IL-1β enzyme-linked immunosorbent assay (ELISA) detection according to the manufacturer’s instructions (RK00006, ABclonal).

### Gene expression analysis from colitis datasets

Microarray data were derived from Gene Expression Omnibus (GEO) dataset [GSE38713 (*37*) and GSE53306 (*38*)]. The GEO datasets were directly accessed through the R (v4.2.1) package GEOquery to retrieve normalized expression data (*66*). Then, the R (v4.2.1) package ggpubr (https://cran.r-project.org/web/packages/ggpubr/index.html) was used to generate box plots and calculate respective *P* value, and Wilcoxon rank sum tests were used to compare two conditions.

### Statistics

All experiments were performed independently at least three times with three replicates. Data shown in column and dot graphs represent means ± SD. Statistical differences were analyzed using one-way analysis of variance (ANOVA) test or two-way ANOVA followed by Tukey’s multiple comparisons test. *P < 0.05, **P < 0.01, and ***P < 0.001. All statistical analysis was performed with GraphPad Prism 8 (Windows 10).

How the deposited data were processed for this re-analysis (not part of the article)

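RNA sequencing was processed for 42 libraries in 12 tables. Muc2-mCherry+ goblet cells and Gli1-tdTomato+ stromal cells came from the proximal and the distal colon of control, Smad4 knockout and Alk3 knockout mice, with 2 libraries per group, 12 libraries of each cell type. Mouse colonic organoids treated with IL-1 (IL-1α and IL-1β), with IL-17A or with neither were collected after 12 h and after 72 h, with 3 libraries per group, 18 in all. Groups were taken from the sample labels and column names alone. The labels do not say whether a library holds 1 mouse or several.

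The authors checked the reads with FastQC, kept reads that STAR mapped uniquely to mm10, and normalized the gene counts with DESeq2. The values are a normalized signal per gene: as deposited by the authors, each table holds gene counts divided by one size factor per library, computed within that table. The program and the annotation that counted reads on genes, and the strand setting, are not named in the paper's text. Within each column every value was a whole multiple of one step of 0.75 to 1.26 (100% of values within 0.1 of a whole number), so whole reads were recovered by division. The recovered reads gave the depth of each library, the input of edgeR and DESeq2, and a test of which columns hold the same library. Depth ranged from 15647603 to 20783127 reads in Muc2+ cells (median 17607508), from 14222902 to 23686940 in Gli1+ cells (median 17404903), from 14815170 to 17665812 in organoids at 12 h (median 17244925) and from 15819246 to 17592514 at 72 h (median 16743270). The 10 genes with the most reads held at most 10.4% of a library. A count of 0 allows 3 reads, which covers counting error only.

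Rows without a gene name were left out. They occur in both GS4M2 tables, 4 in each, and hold up to 28.2% of the values there. Gene names that a spreadsheet had changed to dates, 17 to 21 per table, were kept as rows and are not named. Gene positions are those of GENCODE M21 on GRCm38, the assembly called mm10.

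Each comparison was fitted alone, since each table was normalized by itself. Values were taken as log2(value + 1), genes with a mean value of at least 10 over the libraries of the table were kept, and limma 3.58.1 was fitted with a trend in the empirical Bayes step. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1. All adjusted p printed for genes come from this limma fit unless another tool is named. Unadjusted p are used only to count genes. Genes are named by a rule set before the files were opened. It takes every gene the paper names or labels in Figs. 3C, 4C, 5B and 6E, the targeted genes and Gli1, and per comparison the 3 largest increases and the 3 largest decreases among called genes whose groups do not overlap, gene models without a proper name left out. Genes of that rule below the filter are given from the fit without it and said to be low. Differences between colon segments and between times were tested in limma as interactions over both tables, in which the control of each table cancels its scaling. Genes called in both knockouts were compared with 100 draws of simulated knockouts without a change, fitted against the same control libraries. For sets of genes limma's camera was used with a preset correlation of 0.01 between genes, 2-sided, adjusted over the sets of a comparison, and fry as the other test. The 29 sets with at least 5 genes tested were families by symbol (mucins, solute carriers, chemokine ligands, interleukins), the S and G2/M phase lists of Seurat 5.3.0, Reactome sets shipped with fgsea 1.28.0, and lists of marker genes written from general knowledge before the files were seen. Lists of macrophage, neutrophil and plasma cell markers and of Hedgehog target genes were added later for tests of single patterns. The annotation of GO and KEGG was not used here.

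Alternatives to these choices were pseudocounts of 0.1 and 10, no filter, a mean value of at least 50, upper-quartile rescaling, the unadjusted p, the replicate number as a block, edgeR 4.0.16 (quasi-likelihood with TMM) and DESeq2 1.42.0 on the recovered reads, and, for organoids, each library left out in turn. With 2 libraries per group leaving 1 out leaves no spread in that group, so for the sorted cells only the range of single fold changes was computed. Chosen after the files were seen were the sex of a library as a block, near-identical organoid libraries averaged, each distinct control library entered once, the unadjusted p of DESeq2 and the genes that DESeq2 called in both knockouts.

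The fits were tested on simulated data. Libraries were drawn gene by gene around the mean of each gene over its table, with the fitted spread. Deviations that a whole library shares were not simulated, so the shares below may overstate what limma finds in the real libraries. In each comparison 200 genes were given a change. Over the 12 comparisons limma called between 65.7% and 95.5% of those with an absolute log2 fold change of at least 2. It also called 7 to 27 unchanged genes. In the simulated interactions 60% (GS4T segments, 14824 genes), 77.1% (GS4M2 segments, 12741 genes), 59.5% (GA3M2 segments, 12782 genes) and 74.4% (IL-1 times, 12696 genes) of such changes were called, with 4 to 13 unchanged genes called. A simulated set shifted as a whole was called by camera and by fry, and 0 of 20 random sets were. The genes of these sets were drawn without correlation between them. The removal of a trend with transcript length or GC content was tried on a simulated trend, where unchanged genes called fell from 4131 to 2 of 12743.

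Sex was read from Xist and genes on chromosome Y, and gave 19 female and 23 male libraries, or 18 and 22 when libraries under 2 labels count once. In the 4 distal GS4T and GWTT libraries it rests on Xist alone. The paper states that both sexes were used. The share of epithelial RNA in Gli1+ libraries was estimated from epithelial markers relative to Muc2+ cells of the same segment. The computations ran in R 4.3.3 and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Tables S2 and S3 of the paper were held only in part, so no overlap with the authors' calls was computed.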

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

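Of the tests in this part, those chosen only after the result was seen are the reading of sex, the segment scale of Gli1+ cells, the single Hox genes there and the share of neutrophil reads that epithelial RNA would bring. The fit with each distinct control library entered once was also chosen then. Lists of markers are from general knowledge. Those of macrophages, neutrophils and plasma cells were written after immune genes had been seen among the largest changes, and before their tests were run.

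The effect of IL-1 differed between 12 h and 72 h for 3310 of 12955 genes, at a limma interaction adjusted p under 0.05. Among genes the paper names, the log2 fold change at 12 h minus that at 72 h was 1.778 for Clca3a2, -1.334 for Muc13, 2.759 for Slc16a10 and -1.977 for Chp2 (adjusted p = 0.046, 0.013, 0.0053 and 0.011). With each distinct control library entered once the number was 3840, and after removal of a trend with transcript length or with GC content it was 3405 and 3598. Of the 3310 genes 3253, 3079 and 2820 were still called in the same direction, so none of these 3 explains the difference. Of 100 splits of the libraries within each time point, 6 gave as many genes, all of which keep the real 72 h groups. Splits that change the 72 h groups gave at most 1112, so the number reflects mainly the contrast at 72 h. What stays open is time in culture. The mean of the median absolute log2 difference from the 72 h controls was 0.2233 to the 12 h IL-1 libraries and 0.5675 to the 72 h IL-1 libraries, and from the 12 h controls to the 12 h IL-1 libraries it was 0.2394. Since 2 of the controls labelled 72 h hold the same reads as controls labelled 12 h, the time at which the controls were collected is not known. Treatment and time may therefore be mixed in the 72 h fold changes, and cannot be told apart in these libraries.

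For IL-17 the same interaction was called for 5 of 13022 genes, Nfkbia, Duox2, Prelp, Wsb1 and Inf2, by -1.92, -1.66, 2.88, -1.36 and -1.53 on the log2 scale. These were named after their values were seen. With each distinct control library entered once the number was 0, and at an unadjusted p 3687 genes passed with all libraries. After removal of a trend with length 10 genes were called and with GC content 343, and all 5 were among them each time, so these trends do not account for the calls. Of 100 splits, 10 gave as many genes and 9 of them keep the real 72 h groups, with up to 2162 genes in splits that do not. The repeated control libraries are thus a candidate explanation for the 5 calls. The distance from the 72 h controls was 0.2212 to the 12 h IL-17 libraries and 0.5352 to the 72 h IL-17 libraries, which leaves time in culture open here too.

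In Gli1+ cells the effect of Smad4 knockout differed between the proximal and the distal colon for 29 of 15314 genes, with Hoxd11 (2.86), Has2 (2.32), Edil3 (2.23), Vegfd (-2.11) and Pknox2 (1.46) among them, all at an adjusted p = 0.046. Libraries with a wrong segment label could bring such a difference. On a scale of 99 genes that separate the segments in GWTT cells, every distal knockout library lay above every proximal one of its genotype, with a smallest gap of 0.434 over the 3 genotypes. For GWTT cells the scale was made of 56 genes chosen in GS4T cells. This argues against a swapped label within a genotype. The mean of 3 Hox genes had gaps down to -2.601 in GS4T cells and tells nothing in Gli1+ cells, since these genes run in opposite directions there. Taken singly, Hoxa13 had 1.11 to 15.6 CPM in proximal and 29.3 to 41.7 in distal libraries, Hoxd11 29.3 to 43.4 and 2.05 to 12.2, and Hoxd10 18.7 to 37.6 and 1.03 to 9.6, so each parts the segments in all 3 genotypes. This too argues against a swapped label. Hoxd11 is itself 1 of the 29 genes. In Muc2+ cells, where no gene had an interaction adjusted p under 0.05 and 1127 and 185 passed at an unadjusted p, the Hox genes separated the segments in every genotype, by at least 4.062 on the log2 scale. Sex differs between groups as well, since both proximal GS4T libraries are female and 1 of 2 proximal GWTT libraries is male. Segment biology stays open and was not tested further.

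Epithelial markers rose in Gli1+ cells by medians of 4.143 and 3.053 in proximal and distal GS4T cells and of 2.999 and 2.572 in GA3T cells (15 genes, all expressed in GWTT cells, 6 in another list, 1 named by the study). Krt8 had 537 CPM in proximal GS4T cells and 115 in GWTT cells. Goblet cell markers rose by 3.46, 1.69, 1.97 and 1.26. Camera called the epithelial markers in all 4 comparisons, and fry in none. Epithelial cells or their RNA among the sorted cells would bring abundant epithelial genes together, as was seen. Their share would bring 104%, 85.3%, 63.5% and 53% of the rise in G2/M reads in proximal and distal GS4T and proximal and distal GA3T cells. These values refer to reads summed over the G2/M genes, and the rise of single genes was not divided in this way. In the proximal knockout libraries G2/M reads rose with the share, so epithelial RNA may contribute there. The proximal GWTT libraries differ in share (0.12% and 4.28%) with G2/M reads of 996 and 1041 CPM. In both distal knockouts the library with the higher share had fewer G2/M reads (1198 CPM at 12.2% and 1744 at 6.19%, 1390 at 8.23% and 1527 at 3.61%), so in the distal colon epithelial RNA and growth of stromal cells cannot be told apart. Growth stays open in the proximal colon too, because the estimate takes sorted goblet cells as the profile of the epithelial cells. It does not explain the immune genes, as the same share would bring 0.379%, 0.0994%, 0.181% and 0.291% of the rise in neutrophil marker reads.

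Immune cell markers rose in GA3T cells by medians of 1.091 in the proximal and 0.416 in the distal colon (18 and 19 genes, 10 in another list). In GS4T cells, where camera did not call them, they rose by 1.4 and 0.39. Lyz2 had 500 CPM in proximal GA3T cells and 80.4 in GWTT cells. Neutrophil markers rose by 3.353, 3.99, 2.77 and 1.735 in proximal and distal GS4T and proximal and distal GA3T cells, and were higher for every gene tested. Itgam, the most abundant in proximal GS4T cells, had 70.6 CPM against 11.2. Macrophage markers rose by 1.64, 1.33, 1.75 and 0.45. Plasma cell markers fell by -1.292 and -2.647 in GS4T cells and by -0.602 and -0.671 in GA3T cells, with Jchain at 609 CPM in proximal GS4T cells against 2130. Sdc1 and Prdm1 of that list rose, so in GA3T cells fewer plasma cells and a change within other cells cannot be told apart. Leukocytes among the sorted cells may account for the neutrophil genes, and an expression of these genes by stromal cells stays open. Whether such leukocytes also brought reads of Il1a, Il1b or Il17a was not tested. Recruitment of leukocytes by the knockout would be biology in the tissue that sorting carried into the libraries, and was not tested. Smooth muscle markers rose in proximal GA3T cells by a median of 0.552 (10 genes, Acta2 at 590 CPM against 177), by 0.75 in proximal GS4T cells and by -0.16 and -0.03 in distal GA3T and GS4T cells. Stromal markers rose too, and no explanation was tested for the smooth muscle genes.

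In proximal GA3M2 goblet cells immune cell markers rose by a median of 1.667 (6 genes, 4 in another list) and stromal markers by 3.998 (8 genes), and in distal GA3M2 cells immune cell markers rose by 1.838 (8 genes). Fry called none of these. The stromal genes are close to the floor, and the most abundant, Fn1, had 8.37 CPM against 0.55. Macrophage markers with a row in the proximal table rose by a median of 2.947 (10 genes), and by 1.19 over the 6 that passed the filter. Cd74 had up to 989 CPM in GA3M2 cells and up to 244 in GWTM2 cells, while the C1q genes stayed at or under 3.95. Macrophages among the sorted GA3M2 cells may thus contribute Lyz2 and Spp1. Low C1q next to high Lyz2 leaves other cells open, and an induction of Lyz2 within the epithelium was not tested. The design offers no other tissue for comparison.

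Enteroendocrine markers rose in distal GS4M2 cells by a median of 0.384 (8 of 8 higher, Chgb at 10.2 CPM against 8.17). They fell by -0.81 in proximal GS4M2 cells. Neither held under fry and no biological explanation was tested.

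In organoids after 72 h colonocyte markers rose by medians of 1.542 after IL-1 and 0.92 after IL-17 (14 genes), enteroendocrine markers by 1.174 and 1.206 (12 of 12 higher in both) and epithelial markers by 0.837 and 0.598 (15 genes). Aqp8 had 2920 and 2490 CPM against 194 in controls. Under fry the IL-1 calls and the enteroendocrine call after IL-17 held. S and G2/M genes fell in the same libraries. More differentiated cells after cytokine treatment, or after longer culture of treated than of control organoids, may both bring this, and the distances of 0.2233 and 0.2212 do not decide between them. For groups of 3 no split into other groups can be rarer than 1 in 10. The number of differentially expressed genes after 72 h was reached by 1 of 10 splits, the real one, for IL-1 and for IL-17, and the number of sets called by 3 of 10 and 1 of 10. After 12 h the number of genes was reached by 2 of 10 splits for each treatment, and the number of sets by 2 of 10 for IL-1 and 1 of 10 for IL-17. The other split in both counts of genes parts the sexes and gave 739 genes for IL-1 and 704 for IL-17.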

How the results depend on the processing

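The sex block, the averaging of near-identical libraries, the fit with each distinct control library entered once, the unadjusted p of DESeq2 and the shared genes by DESeq2 were chosen after the data were examined. All other alternatives were set before.

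The numbers of genes in GS4T cells (1472 and 2130) and after 72 h of IL-1 (2998) stayed within 1.5 times under both pseudocounts, both filters, upper-quartile rescaling, edgeR and DESeq2. Their exceptions are proximal GS4T cells at an unadjusted p (2446, and 2410 with DESeq2) and IL-1 at 72 h with the replicate block (1513). The other numbers depended on the tool. DESeq2 called 270 and 148 genes in proximal and distal GS4M2 cells, 431 and 240 in GA3M2 cells, 966 and 776 in GA3T cells, 43 and 51 after 12 h of IL-1 and IL-17, and 2311 after 72 h of IL-17. In simulated libraries without a change in most genes, drawn gene by gene, DESeq2 called 8 to 74 unchanged genes and limma 7 to 27. With edgeR proximal GA3T cells had 0 genes and IL-1 at 12 h had 2. A pseudocount of 10 gave 27 genes in proximal GA3M2 cells, 87 and 11 in GA3T cells and 15 after 12 h of IL-17, and a pseudocount of 0.1 gave 6 in proximal GA3T cells. Without a filter proximal GA3M2 cells had 20 genes, and at a mean of at least 50 they had 7, while IL-1 at 12 h had 4. The cause of these changes was not tested.

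At an unadjusted p under 0.05 with the same fold change, GS4M2 cells had 567 and 353 genes, GA3M2 cells 911 and 539, GA3T cells 1451 and 1197, organoids after 12 h 119 (IL-1) and 140 (IL-17), and after 72 h of IL-17 2688. With the unadjusted p of DESeq2 these were 500 and 386, 877 and 539, 1497 and 1259, 149 and 162, and 2751. These settings drop the correction for multiple tests, which raises every count.

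With the replicate block the numbers were 260 in proximal GS4M2 cells, 699 and 4 in GA3M2 cells, 253 and 62 in GA3T cells, 100 and 120 after 12 h of IL-1 and IL-17, and 4 after 72 h of IL-17. The correlation of the deviations of libraries with the same number was -0.06 to 0.30 in sorted cells, 0.62 to 0.64 after 12 h (numbers 1 and 4) and -0.19 to 0.20 after 72 h. The labels do not say that equal numbers share a mouse or a batch. In proximal GA3T and GWTT cells equal numbers share the sex, so there this block and the sex block are the same fit (253 genes). After 12 h the libraries with number 1 were all male and those with number 4 all female. Elsewhere this block has no stated meaning. With sex as a block proximal and distal GS4M2 cells had 137 and 225 genes, GA3M2 cells 82 and 658, GA3T cells 253 and 600, organoids after 12 h 27 (IL-1) and 36 (IL-17), and after 72 h of IL-17 5. After 72 h all IL-17 libraries are male, so sex and treatment overlap there.

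Single organoid libraries decided some counts. Each of the 6 libraries left out in turn gave from 0 to 5 genes for IL-1 at 12 h, from 2 to 4 for IL-17 at 12 h, and from 3 to 3577 for IL-17 at 72 h, the highest without IL-17 replicate 2 and the lowest without control replicate 4 or IL-17 replicate 1. Averaging near-identical libraries gave 0 and 2 genes at 12 h and 2 for IL-17 at 72 h. Fewer libraries leave less power, but the rise to 3577 shows that the second IL-17 library differs from the other 2. In sorted cells leaving out a library leaves 2 against 1, and no count was computed.

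For interactions the unadjusted p gave 1127 and 185 genes in Muc2+ cells (GS4M2 and GA3M2), 1544 and 1047 in Gli1+ cells (GS4T and GA3T) and 5142 and 3687 for IL-1 and IL-17. For IL-17 a pseudocount of 10 gave 38, and each distinct control library entered once gave 0. Genes called in both knockouts were 8 at a pseudocount of 10, 226 at an unadjusted p and 109 with DESeq2 in proximal Muc2+ cells, and 83 and 29 by the last 2 settings in distal ones. In Gli1+ cells they were 75, 1167 and 776 in the proximal and 8, 964 and 634 in the distal colon. Of the gene sets, fry called 0 in all GS4M2, GA3M2 and GA3T comparisons and in distal GS4T cells, 1 in proximal GS4T cells and 2 after 12 h of IL-17. Fry estimates the correlation between genes from the libraries, and 4 libraries leave little to estimate it from. In simulated proximal GS4T libraries fry called a set shifted by a median of 0.97. The genes of that set were drawn independently, so this does not show whether fry can call correlated genes with 4 libraries. Why fry called so few sets was not tested. At a mean of at least 50, 3 sets were called in proximal GA3M2 cells, where fewer genes are tested.

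Single genes changed sign under an alternative where their main change was small or their counts low. In distal GS4M2 cells these are Muc13 (0.15) and Muc3 (-0.59) with the sex block, and Spdef (-0.012 with edgeR and -0.009 with DESeq2). In distal GA3M2 cells they are Muc3 (-0.37 with the sex block) and Sult1c2 (-0.18 with edgeR and with DESeq2, -0.84 with the sex block). Il9r in distal GA3T cells was 0.27 with the sex block, and Cxcl10 after 12 h of IL-17 ranged from -0.98 to 0.14 across the fits that each left out 1 library, the highest without control replicate 4. In sorted cells fold changes with 1 library left out changed sign for further genes. In distal GS4M2 cells Slc16a9, Slc26a3, Fxyd3, Chp2 and Slc16a10 reached 0.69, 0.36, 0.33, 0.85 and 0.094, while Sult1c2 stayed lower (at most -0.20). The main change of Slc26a3 was -0.88, so these were not only small changes. Among other single genes 147 values moved by more than the spread between replicates, 119 passed the threshold only under an alternative and 119 lost it. The median of all genes moved by less than 0.1 on the log2 scale under every scaling.

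Depth limits genes near the floor. One read equals a normalized value of 0.75 to 1.26, so Il13, Il17a, Ccr4 and Muc19, with means near or under the filter, rest on few reads.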

Differences from the paper's values

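Tests chosen only after the result was seen are the unadjusted p of DESeq2, the shared genes by DESeq2 and the sex block. The gene numbers of the paper below were read by eye. Fig. 3, A and B, and Fig. 5A do not state the colon segment, and the numbers are set beside proximal cells.

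In Muc2+ cells the paper shows about 160 genes higher in GS4M2 cells in Fig. 3A, read by eye, against 23 here. Of the alternatives set before the data were examined, the replicate block (113) and DESeq2 on recovered reads (124) fall within 1.5 times, and the others do not. The unadjusted p of DESeq2 (237), chosen after seeing the values, also does. For GA3M2 cells the paper shows about 220 in Fig. 3A, read by eye, against 5 here. DESeq2 gave 238, and none of the other alternatives set before the data were examined came within 1.5 times. Lower genes are about 190 in GS4M2 cells in Fig. 3B, read by eye, against 20 here. The replicate block gave 147 and DESeq2 146, and the other alternatives set before stayed apart. The unadjusted p of DESeq2, chosen after seeing the values, gave 263. In GA3M2 cells lower genes are about 160 in Fig. 3B, read by eye, against 7 here, with 193 from DESeq2 and no other alternative set before within range. The paper shows about 80 genes higher in both knockouts in Fig. 3A, read by eye, against 1 here. The unadjusted p gave 118, the other 2 alternatives set before stayed apart, and DESeq2, chosen after seeing the values, gave 62. Lower in both are about 59 in Fig. 3B, read by eye, against 0 here and 108 at an unadjusted p. None of the alternatives set before the data were examined closed the gap, and DESeq2, chosen for this count after seeing the values, gave 47.

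In Gli1+ cells the paper shows about 800 genes higher in GA3T cells in Fig. 5A, read by eye, against 53 here. DESeq2 (674) and the unadjusted p (931) come within 1.5 times and the other alternatives set before do not. The unadjusted p of DESeq2, chosen after seeing the values, gave 950. Higher in both knockouts are about 620 in Fig. 5A, read by eye, against 43 here. The unadjusted p gave 735, the other alternatives set before stayed apart, and DESeq2, chosen for this count after seeing the values, gave 534.

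Directions also differ for single genes. The paper lists Muc2 among the genes that rise in Muc2+ cells of both knockouts, and in GA3M2 cells its log2 fold change was -3.63 in the proximal and -2.26 in the distal colon. Of the 6 mucin-related genes tested in proximal GA3M2 cells 4 were higher, and Muc2 and Muc20 (-0.37) were not. For Chp2 the paper reports a decrease after 3 days of IL-1 and IL-17, also in separate assays of mRNA and protein (fig. S7, I and J). In the deposited libraries its log2 fold changes were 1.98 and 1.69. An IL-1 and an IL-17 column of the paper's table S4 at 72 h match no deposited library. The time at which the controls were collected is not known either, so the 2 results may rest on unlike libraries. Il6 and Il22 are reported as lower in knockout Gli1+ cells. In distal cells the log2 fold changes of Il6 were 0.47 in GS4T and 0.69 in GA3T cells and that of Il22 was 0.96 in GA3T cells. Il31ra and Il17f are shown as lower too. In distal cells Il31ra had 1.08 in GS4T and 1.20 in GA3T cells, and Il17f had 1.965 in GA3T cells. In the distal colon 2 of 4 genes listed as lower were lower in GS4T cells and 1 of 5 in GA3T cells. Of 11 listed genes tested after 12 h of IL-17, 10 were higher, and Cxcl10 was not, with a log2 fold change of -0.41 after 12 h. For Bmp5, shown as higher after knockout, the log2 fold change in distal GS4T cells was -0.23.

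Genes the paper lists as changed, and that were not called here, passed the threshold in the paper's direction under other settings. With DESeq2 these were 4 and 1 genes in proximal and distal GS4M2 cells, 7 in proximal GA3M2 cells (Muc5b, Slc16a9, Slco3a1, Slc26a3, Sult1c2, Fxyd3 and Chp2), 4 in proximal GS4T cells (Ccnf, Il17a, Il6 and Il9r), 3 in distal GS4T cells, 12 and 16 in proximal and distal GA3T cells (Il1a and Il17a in both), and 4 and 6 after 12 h of IL-1 and IL-17. With the replicate block they were 4 in proximal GS4M2, 8 in proximal GA3M2, 3 and 1 in proximal and distal GA3T cells, and 5 and 7 after 12 h of IL-1 and IL-17. A pseudocount of 10 added Ccnf in proximal and Cdkn3 in distal GS4T cells, and Cd177 and Il22ra1 after 12 h of IL-17. Without control replicate 4 Cd177 was called after 12 h of either treatment, and without IL-17 replicate 2 Slc16a10 was called after 72 h of IL-17. The sex block, chosen after seeing the values, added 3 in proximal GA3T cells, and 2 and 4 after 12 h of IL-1 and IL-17. Comparisons in which it leaves 1 library in a group were not counted.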

Other observations

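Of the tests in this part, the reading of sex, of single goblet cell markers and of the difference between Muc2 and those markers were chosen only after the result was seen. The list of Hedgehog target genes was written after the values of Gli1 had been seen.

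In GA3M2 cells Muc2 was lower, while the cells were sorted by a Muc2 reporter. Fewer goblet cells among the sorted cells would lower the other goblet cell markers alike. Their median log2 fold change was -0.257 in the proximal and -0.456 in the distal colon (14 genes, 21.4% and 28.6% higher), against -3.63 and -2.26 for Muc2. They did not move alike. Clca1 fell further than Muc2, by -4.73 and -3.93, and Fcgbp by -1.46 and -1.85, and camera called the list with Muc2 lower in both segments. Tff3, Zg16 and Spink4, which are abundant too, had 0.17, -0.12 and -0.27 in the proximal and -0.29, -0.25 and 0.61 in the distal colon. Fewer goblet cells thus do not explain the fall of Muc2 as a whole, and a smaller part stays open. The authors' scaling between libraries would move all genes of a library alike. Muc2 fell further than the median of those markers by -3.371 and -1.803, a difference in which such a factor cancels, so scaling does not explain it. The reporter allele and the counting of reads on Muc2 were not tested, and a change of some products within goblet cells stays open. Muc2 rose in GS4M2 cells, while camera called the goblet cell list lower in distal GS4M2 cells too (adjusted p = 0.0065). The proximal GS4M2 table carries the conflict of labels with table S2.

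Gli1 was far lower in the second than in the first proximal library of both knockouts, by -5.894 on the log2 scale in GS4T cells and -5.178 in GA3T cells. Stromal markers differed between these libraries by medians of 0.333 and -0.046, and Hedgehog target genes by -0.254 and -0.062, so neither fewer stromal cells nor lower Hedgehog signaling as a whole would bring it. The libraries were sorted by tdTomato, which stays on after recombination. An effect of the Cre allele at Gli1 was not tested. In GWTT cells the order was the other way round, with 642 and 1597 normalized counts. Hedgehog target genes changed with knockout by medians of 0.17 and -0.60 in GS4T cells and 0.07 and -0.56 in GA3T cells, proximal and distal.

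By Xist and genes on chromosome Y, 19 labelled libraries were female and 23 male, or 18 and 22 when libraries under 2 labels count once. Xist was at least 998 CPM in the first and at most 0.81 in the second kind, and 0 libraries with rows of Y genes had more than 10 CPM of both. The 4 distal GS4T and GWTT libraries have no such rows in the table used and were read from Xist alone. Small shares of the other sex stay possible, as the female IL-1 replicate 2 at 72 h had 1.77 CPM of Y genes. Sex and group overlap in part, since all GS4T libraries are female and all knockout libraries of Muc2+ cells are male. Of the genes called, 0 lie on chromosome Y except 1 after 72 h of IL-17. On chromosome X lie 46 and 62 of those called in GS4T cells.

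The fold changes of the 2 knockouts correlated across genes at 0.471 and 0.462 in proximal and distal Muc2+ cells, within what the shared controls alone gave in simulation (0.47 to 0.53 and 0.44 to 0.54). The number of shared genes goes the other way. In all 226 and 83 genes changed in the same direction in both knockouts at an unadjusted p, against at most 26 and 16 in the simulation, so the shared controls alone could bring the correlation but not this count. In Gli1+ cells the correlations of 0.875 and 0.771 lay above the simulated ranges, so the shared controls alone do not explain them. A common effect of both knockouts and a common admixture of other cells may both contribute.

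Some genes were near 0 in one genotype and high in the other in both segments. Ifi202b was near 0 in GS4T cells and not in GWTT cells, and Bmp8b, Gm20075, Prss22 and Tcerg1l the other way round. These were named after their values were seen. A difference in mouse strain between the lines may cause this and would appear in Muc2+ cells too. For the 3 of these genes tested there the median log2 fold change was 2.426 in the same direction. For GA3T cells, with Casr, Syt14 and Tcerg1l, 0 such genes were tested in Muc2+ cells. As 3 genes are few and may respond to the knockout, strain and knockout cannot be told apart.

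Il17a has no row in the organoid tables at 12 h, so its expression after IL-1 or IL-17 was not analysed here. The paper's table S4 holds the deposited values at 12 h. Its sheets for 72 h hold 1 IL-1 and 1 IL-17 column that match no deposited library.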
